# Embryonic lethality and defective mammary gland development of activator‐function impaired conditional knock‐in *Erbb3* ^*V943R*^ mice

**DOI:** 10.1002/ggn2.10036

**Published:** 2020-12-05

**Authors:** Kate Senger, Wenlin Yuan, Meredith Sagolla, Jonas Doerr, Brad Bolon, James Ziai, Kai‐Hui Sun, Soren Warming, Merone Roose‐Girma, Na Zhang, Lucinda Tam, Robert J. Newman, Subhra Chaudhuri, Aju Antony, Leonard D. Goldstein, Steffen Durinck, Bijay S. Jaiswal, Daniel Lafkas, Zora Modrusan, Somasekar Seshagiri

**Keywords:** animal genetics, basic medical sciences, developmental genetics, genetics, genetics or genomics, medicine, molecular medicine

## Abstract

ERBB3 is a pseudokinase domain‐containing member of the ERBB family of receptor tyrosine kinases (RTKs). Following ligand binding, ERBB receptors homo‐ or hetero‐dimerize, leading to a head‐to‐tail arrangement of the intracellular kinase domains, where the “receiver” kinase domain of one ERBB is activated by the “activator” domain of the other ERBB in the dimer. In ERBB3, a conserved valine at codon 943 (V943) in the kinase C‐terminal domain has been shown to be important for its function as an “activator” kinase *in vitro*. Here we report a knock‐in mouse model where we have modified the endogenous *Erbb3* allele to allow for tissue‐specific conditional expression of *Erbb3* ^*V943R*^ (*Erbb3* ^*CKI‐V943R*^). Additionally, we generated an *Erbb3* ^*D850N*^ (*Erbb3* ^*CKI‐D850N*^) conditional knock‐in mouse model where the conserved aspartate in the DFG motif of the pseudokinase domain was mutated to abolish any potential residual kinase activity. While *Erbb3* ^*D850N/D850N*^ animals developed normally, homozygous *Erbb3* ^*V943R/V943R*^ expression during development resulted in embryonic lethality. Further, tissue specific expression of *Erbb3* ^*V943R/V943R*^ in the mammary gland epithelium following its activation using *MMTV‐Cre* resulted in delayed elongation of the ductal network during puberty. Single‐cell RNA‐seq analysis of *Erbb3* ^*V943R/V943R*^ mammary glands showed a reduction in a specific subset of fibrinogen‐producing luminal epithelial cells.

## 1 INTRODUCTION

The human epidermal growth factor receptor (ERBB/HER) family of receptors consists of four members: EGFR/ERBB1/HER1, ERBB2/HER2/NEU1, ERBB3/HER3, and ERBB4/HER4.^1^, ^2^, ^3^ They play an important role in development and disease.^4^ Mutations and amplification and overexpression of ERBB family members drive multiple cancers.^4^, ^5^

The ERBB receptors are comprised of an N‐terminal extracellular ligand‐binding domain, a single‐pass transmembrane domain, an intracellular receptor tyrosine kinase (RTK) domain, and a tyrosine rich C‐terminal signaling tail. In the inactive state, the extracellular domain (ECD) of ERBB receptors exists in a compact folded “closed” conformation. Ligands that bind to ERBB family members include the epidermal growth factor (EGF), transforming growth factor‐α (TGF‐α), and neuregulins 1‐4 (NRG1‐NRG4).^6^ Following ligand binding, the ERRB receptors' ECD adopts an “open” conformation enabling hetero‐ or homodimerziation and signaling.^7^ ERBB2, with no known ligand, normally adopts an “open” conformation and preferentially heterodimerizes with other ligand bound family members to signal.

EGFR, the prototype ERBB family member, upon ligand binding adopts an open conformation leading to homodimerization of its ECD and a head‐to‐tail asymmetric arrangement of the intracellular kinase domains, leading to their activation.^8^ Structural studies identified a valine (V) at codon 924 in the C‐terminal lobe of the “activator” kinase that is critical for its interaction with the N‐terminal lobe of the “receiver” kinase, leading to its allosteric activation.^8^, ^9^ Mutating valine 924 to an arginine (V924R) abolished the “activator” function of EGFR kinase.^8^

Though the ERBB3 intracellular pseudokinase domain can bind ATP, it lacks residues critical for its phosphorylation activity.^10^ Consistent with this, ERBB3 has been shown to be kinase‐dead or have a very weak kinase activity.^11^, ^12^ ERBB3 following ligand engagement preferentially heterodimerizes with ERBB2, leading to ERBB2 activation.^13^, ^14^ In the ERBB3‐ERBB2 heterodimer, the ERBB3 pseudokinase domain functions solely as an allosteric “activator” while the ERBB2 kinase domain functions as the “receiver”.^15^ Mutating the conserved valine at codon 943 (equivalent of EGFR V924) to arginine (V943R), within the C‐terminal activator interface of ERBB3, impaired its ability to activate EGFR kinase *in vitro*.^16^, ^17^

ERBB3, though it lacks a competent kinase‐active domain, plays an important role in development and disease.^4^ Mouse knock‐out studies show that a majority of the *Erbb3* ^*−/−*^ null mice die between E11.5 and E13.5 and show extensive cardiac developmental defects.^18^, ^19^, ^20^, ^21^ Additionally, *Erbb3* ^*−/−*^ null embryos showed neural defects and poor differentiation of organs that include stomach, pancreas and adrenal glands.^18^, ^19^ Mammary gland‐specific targeted *ErbB3* knock‐out mice, PI3K‐signaling impaired *ErbB3* mutant knock‐in mice (*Erbb3* ^*Δ85/Δ85*^), and an *ErbB3* ^−/−^ embryo derived mammary transplant model reported defects in ductal morphogenesis and lactation.^20^, ^22^, ^23^, ^24^, ^25^

*ERBB3* amplification, overexpression, and mutations contribute to the development, progression and acquired drug resistance in human cancers.^4^, ^26^ *ERBB3* knock‐down in *ERBB2‐*amplified mammary cancer cells blocked tumor formation.^27^ Further, tissue‐specific deletion of *Erbb3* impaired colon,^21^ liver,^28^ and mammary tumor development.^29^

Targeting ERBB3 using antibodies or small molecule inhibitors for treating cancer remains elusive.^26^ To confirm the relevance of ERBB3 activator function *in vivo,* and also generate a resource that can be used to further clarify the role of ERBB3 in cancer, we generated activator‐function impaired V943R mutant *Erbb3* mice. We also generated D850N knock‐in mice to test the relevance of any residual ERBB3 kinase activity for development. To generate the activator mutant, we modified the endogenous *Erbb3* allele by placing a dormant copy of *Erbb3* exon 23 encoding V943R. The engineered mice expressed wild‐type *Erbb3* from the modified conditional knock‐in (*Erbb3* ^*CKI‐V943R*^) locus prior to activation of the dormant mutant allele. Upon Cre‐mediated recombination, the mutant *ErbB3* ^*V943R*^ allele was conditionally activated, leading to its expression. Activation of *Erbb3* ^*V943R*^ mutant allele expression during development resulted in embryonic lethality at around E12.0. Histopathological analysis of the embryos revealed defects in the heart that include thinning myocardium and diminished endocardial cushions. Further, tissue‐specific expression of the *Erbb3* ^*V943R*^ mutant allele in developing mammary glands using an *MMTV‐Cre* driver led to a delay in duct elongation and structural changes to the terminal end buds. Consistent with this, single‐cell RNA‐sequencing of luminal epithelial cells from pubescent mice revealed a subset of mature luminal cells that require ERBB3 signaling for survival. Unlike V943R mice, the kinase‐dead D850N mice (*Erbb3* ^*D850N/D850N*^) were viable and developed normally, indicating that the residual kinase activity of ERBB3 is dispensable for normal development. These data indicate that though the residual kinase activity of ERBB3 is dispensable, its activator function is indispensable for normal development and cellular signaling.

## 2 RESULTS

### 2.1 Allosteric activation of ERBB2 is impaired in V943R activator interface mutant ERBB3

We used the IL‐3 dependent Ba/F3 pro‐B cell line to assess the function of the ERBB3 V943R activator‐interface mutant, as described previously^30^ (Figure 1A and Figure S1). Briefly, we generated Ba/F3 cells stably expressing ERBB3 V943R or other indicated mutations in combination with ERBB2 and confirmed the surface expression of the receptors by flow cytometry (Figure 1B). We tested cell survival following interleukin‐3 (IL‐3) withdrawal (Figure 1C). As expected, we found that stimulation of Ba/F3 cells, stably co‐expressing wild‐type (WT) human ERBB3 and ERBB2, with the ERBB3 ligand neuregulin‐1 (NRG1) promoted IL‐3 independent cell survival (Figure 1C). In contrast, co‐expression of ERBB3 V943R and WT ERBB2 in the presence of NRG1 did not support IL‐3 independent cell survival. Previously, co‐expression of an ERBB3 Q809R oncogenic mutant along with WT ERBB2 in Ba/F3 cells, in the absence of ligand NRG1, was shown to promote IL‐3 independent survival.^31^ We found that ErbB3 Q809R V943R, a double mutant that carried the activator interface mutation, when co‐expressed with WT ERBB2, did not support IL‐3 independent survival of Ba/F3 cells, further confirming the requirement of V943 for its “activator” function. Consistent with the cell survival activity observed in the Ba/F3 assay, in the absence of IL‐3, WT ERBB2‐ and WT ERRB3‐expressing cells treated with NRG1 showed elevated p‐ERBB2, p‐ERBB3, p‐Akt and p‐ERK‐1/2, indicating downstream signaling and activation (Figure S2). However, cells expressing ERBB3 V943R mutant in combination with ERBB2 failed to show downstream activation markers (Figure S2). ERBB2 levels were reduced in ERBB3 V943R mutant lines, indicating that ERBB3, apart from contributing to ERBB2 activation and signaling, perhaps affect its stability and/or turnover (Figure S2).

**FIGURE 1:**
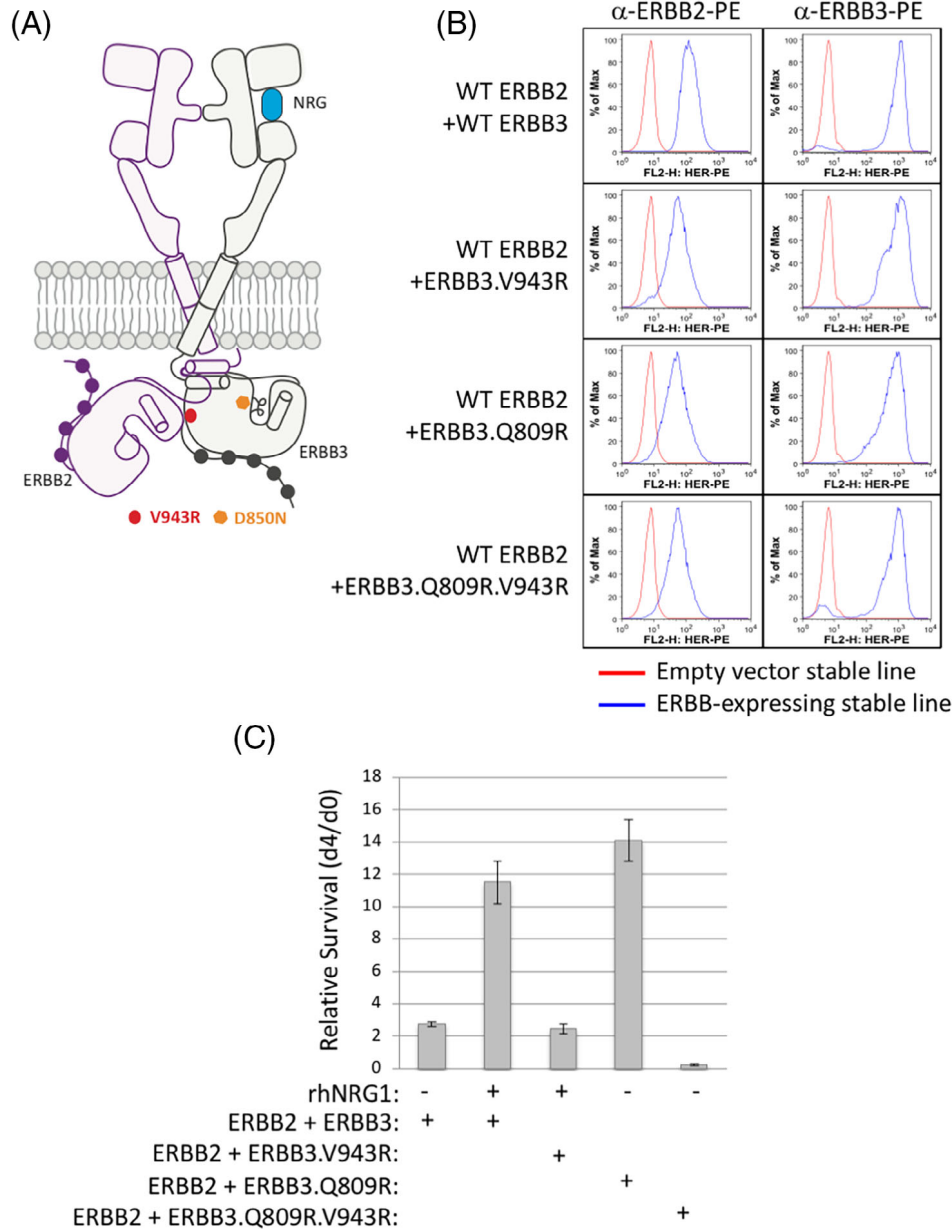
The V943R ERBB3 activator‐interface mutation impairs ERBB2 activation. A, Cartoon depicting ERBB3‐ERBB2 heterodimer. The activator‐interface mutation V943R and kinase dead D850N mutation are denoted on ERBB3. B, Cell surface expression of indicated ERBB2 and ERBB3 WT or variants in Ba/F3 stable cell lines measured using FACS Calibur flow cytometer. Empty vector (red) or the indicated ERBB expression constructs (blue) were incubated with PE‐conjugated antibodies against ERBB2 or ERBB3. C, Relative survival of Ba/F3 stable cell lines expressing the indicated constructs. NRG, neuregulin ligand

### 2.2 Generation of conditionally activatable *ErbB3* ^*CKI‐V943R*^ knock‐in mice

To study the activator function of ERBB3 *in vivo*, we engineered a mouse that can conditionally express an activator‐function deficient *Erbb3* ^*V943R*^ allele under its native promoter (Figure 2). In this genetically engineered mouse model we replaced the WT exon 23 (Figure 2A) in embryonic stem cells with a targeting vector composed of a *LoxP* flanked cDNA minicassette coding for exon 23‐28, a polyA signal sequence and a transcriptional stop cassette (Figure 2B). The modified wild‐type exon 23 was followed by a copy of *Erbb3* exon 23 encoding the V943R mutation (Figure 2C). The conditional knock‐in (CKI) allele *Erbb3* ^*CKI‐V943R*^ was created after FLP‐mediated excision of the neomycin (Neo) cassette (Figure 2D). Expression of the mutant allele was induced by Cre recombinase (Figure 2E).

**FIGURE 2:**
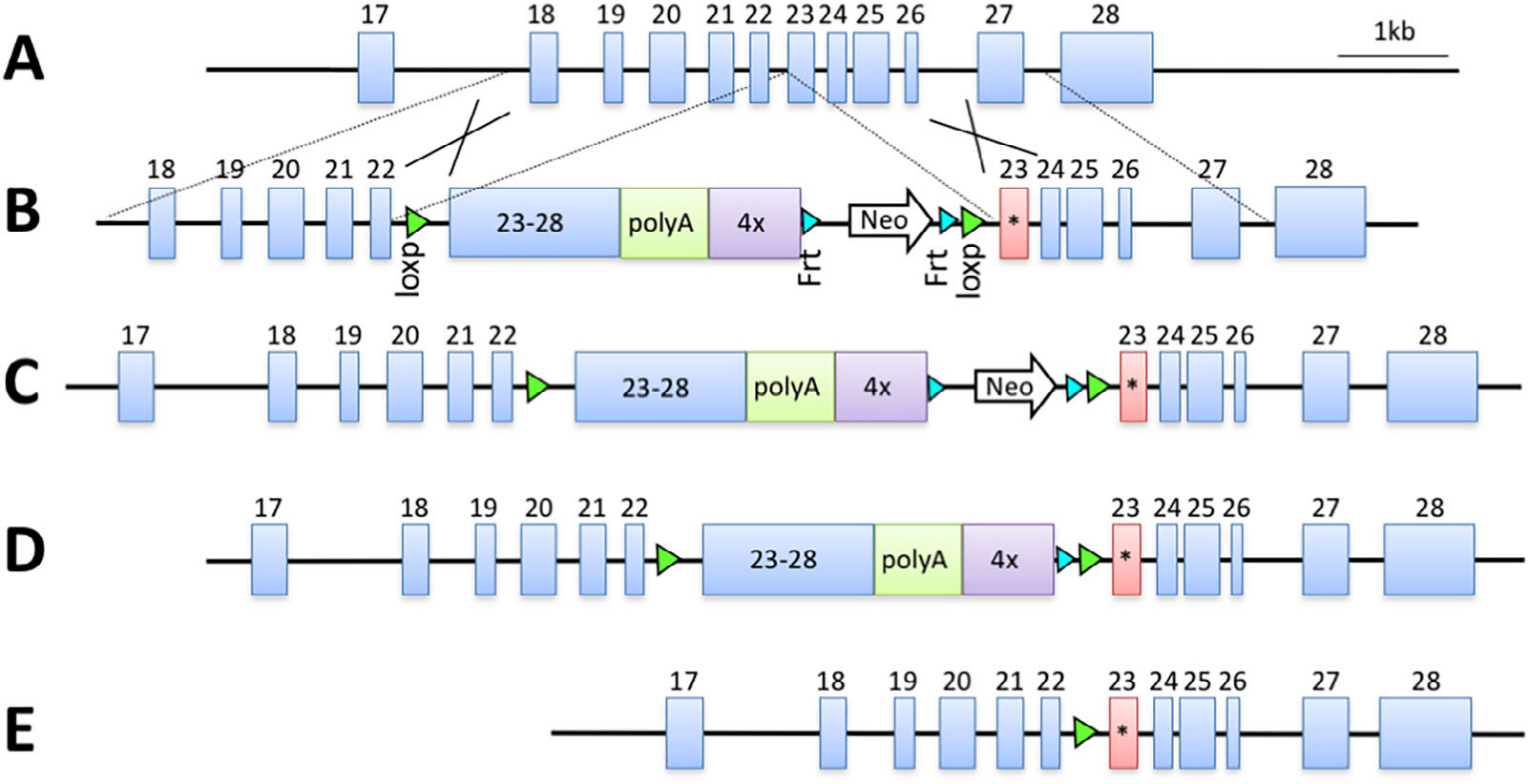
Generation of mice with a conditional knock‐in *Erbb3* ^*CKI‐V943R*^ allele. A, Genomic region of the *Erbb3* gene. B, Targeting vector used to modify the *Erbb3* locus. Homology arms for targeting of C57BL/6N ES cells are indicated. An asterisk marks the location of the V943R mutation. C, Targeted *Erbb3* locus with *Neo* selection marker present. D, *Erbb3* ^*CKI‐V943R*^ conditional knock‐in allele after FLP‐mediated excision of *Neo*. E, *Erbb3* ^*V943R*^ knock‐in allele after Cre‐mediated excision of the floxed wildtype *Erbb3* cassette

### 2.3 Activator function‐impaired *Erbb3* ^*V943R*^ ^*/V943R*^ expression results in embryonic lethality

To induce whole animal expression of the mutant V943R allele we treated developing *Erbb3* ^*CKI‐V943R/+*^ embryos with the cell‐permeant HTN‐Cre recombinase at E0.5. In intercrosses between *Erbb3* ^*CKI‐V943R/+*^; HTN‐Cre mice we did not observe any homozygous *Erbb3* ^*V943R/V943R*^ animals, although we identified *Erbb3* ^*+/+*^ and *Erbb3* ^*V943R/+*^ offspring (Table S1 and Figure S3A). The observed deviation from the expected Mendelian ratio for the *Erbb3* ^*V943R/V943R*^ homozygous animals suggested embryonic lethality. To confirm this, we performed timed pregnancy studies in which the mating period was constrained to a 2 hours window rather than overnight. We harvested embryos at E10.5, E11.5, E12.5, and E13.5 and genotyped them. We then visually compared the external features of the embryos based on their confirmed genotypes (Figure 3A,B). At E13.5, heterozygous CKI (*Erbb3* ^*V943R/+*^) embryos appeared normal with visible red‐brown liver spots in the cranial abdomen, prominent digits on both forelimbs and hind limbs, and thin and tortuous subcutaneous blood vessels. In contrast, the age‐matched homozygous *Erbb3* ^*V943R/V943R*^ embryos were dead and were uniformly white in color except for the presence of the retinal melanin ring (Figure 3B). The estimated time of *in utero* death was approximately E12.0, based on the absence of digital rays on the forelimbs, which typically form at about E12.3.

**FIGURE 3:**
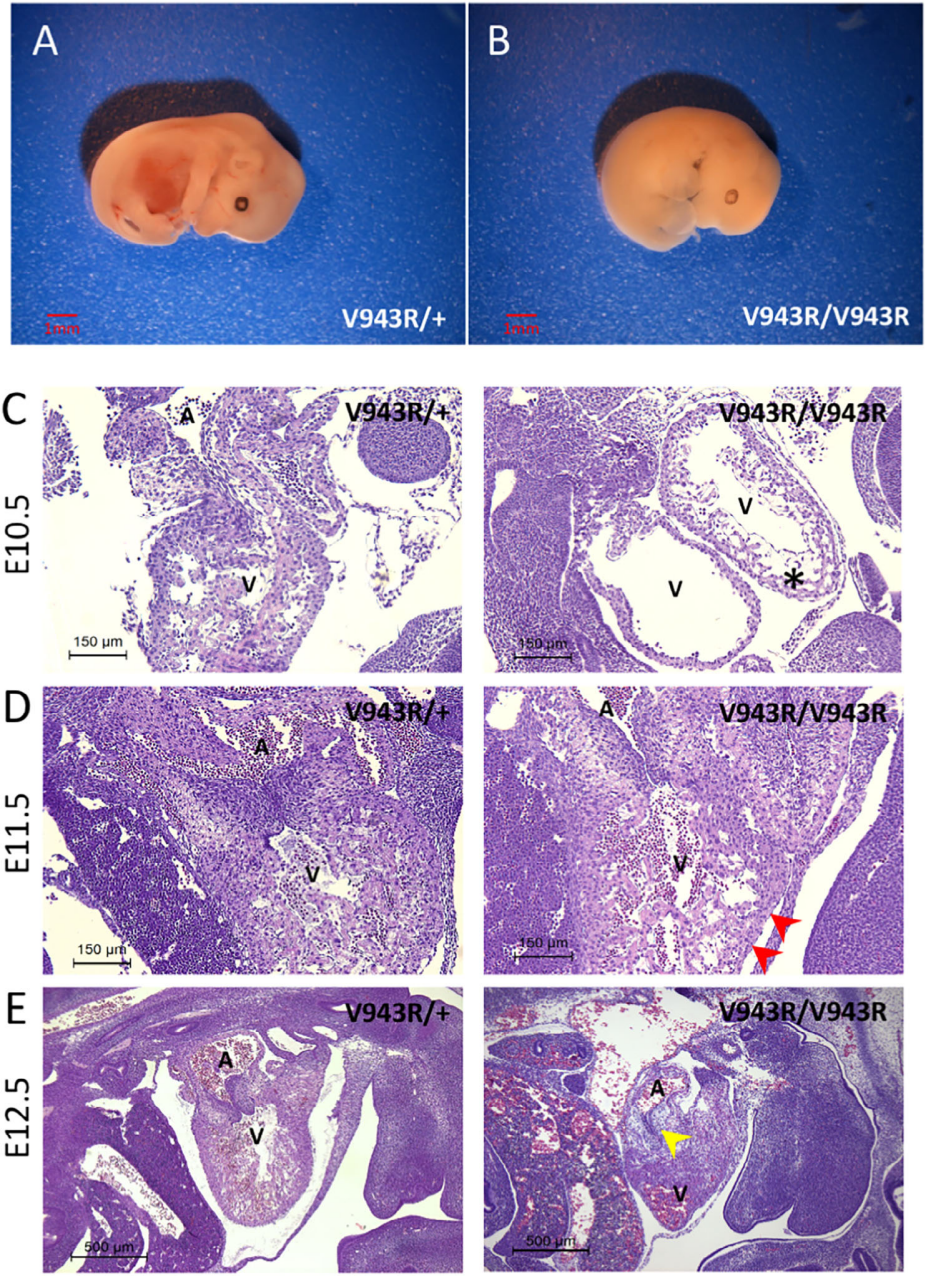
*Erbb3* ^*V943R/V943R*^ embryos die prenatally and display defects during early cardiac development. A,B, *Erbb3* ^*V943R/V943R*^ mice were generated by treating *Erbb3* ^*CKI‐V943R/+*^ zygotes with recombinant HTN‐Cre followed by intercrossing. Control *Erbb3* ^*V943R/+*^ embryos, A, and age‐matched *Erbb3* ^*V943R/V943R*^ embryos, B, were harvested at E10.5, E11.5, E12.5, and E13.5. The estimated time of death of the *Erbb3* ^*V943R/V943R*^ embryos was approximately E12.0, based on the absence of digital rays on the forelimbs and white surface features. C‐E, One representative *Erbb3* ^*V943R/+*^ embryo (left panels) and *Erbb3* ^*V943R/V943R*^ embryo (right panels) from each time point was fixed, sectioned, and stained with hematoxylin and eosin (H&E) for histopathological assessment. At E10.5, C, the *Erbb3* ^*V943R/V943R*^ ventricular walls and trabeculae are smaller than expected (star), have fewer nuclei, and show cardiomyocyte anisocytosis, and increased clear connective tissue beneath the endocardium. At E11.5, D, *Erbb3* ^*V943R/V943R*^ ventricular walls appear thin and the clearness of the subendocardial tissue is minimal (arrowheads). At E12.5, E, diminished endocardial cushions are clearly apparent in *Erbb3* ^*V943R/V943R*^ embryos (arrowhead). A, atrium; V, ventricle

To determine whether homozygous *Erbb3* ^*V943R/V943R*^ embryos exhibit developmental defects, histopathological assessment was performed on E10.5, E11.5, and E12.5 embryos (Figure 3C‐E). The *Erbb3* ^*V943R/V943R*^ mice had noticeable heart defects, including thinning of the structures formed by ventricular myocardiocytes, expansion of the subendocardial connective tissue, and reduced endocardial cushions (Figures 3C‐E). These defects bear a marked similarity to those seen in *Erbb3* ^*−/−*^ null mice.^18^

### 2.4 ERBB3 activator function is required for developing mammary ductal epithelium elongation

ERBB3 has an important role in mammary epithelium development during puberty,^22^, ^23^ We tested the role of ERBB3 activator function in mammary gland development by activating the expression of the *Erbb3* ^*V943R*^ allele in the mammary gland using the mammary epithelial‐specific MMTV‐Cre driver (*Erbb3* ^*V943R/V943R;MMTV‐Cre*^). We first confirmed expression of the V943R mutant allele in mammary epithelial cells using RT‐PCR and sequencing (Figure S3B). Unlike the homozygous *Erbb3* ^*V943R/V943R*^ mice, the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ homozygous mice were viable and were born at the expected 1:2:1 Mendelian ratio (Table S2). To assess the effect of the ERBB3 V943R mutation, we harvested the abdominal mammary glands during puberty (6 weeks) and stained them with carmine (Figure 4A). At 6 weeks of age, *Erbb3* ^*+/+;MMTV‐Cre*^ (n = 9) and *Erbb3* ^*V943R/+;MMTV‐Cre*^ (n = 5) mammary glands had ducts extending approximately halfway from the inguinal lymph node to the end of the gland. However, homozygous *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mammary glands (n = 14) had reduced duct extension.

**FIGURE 4:**
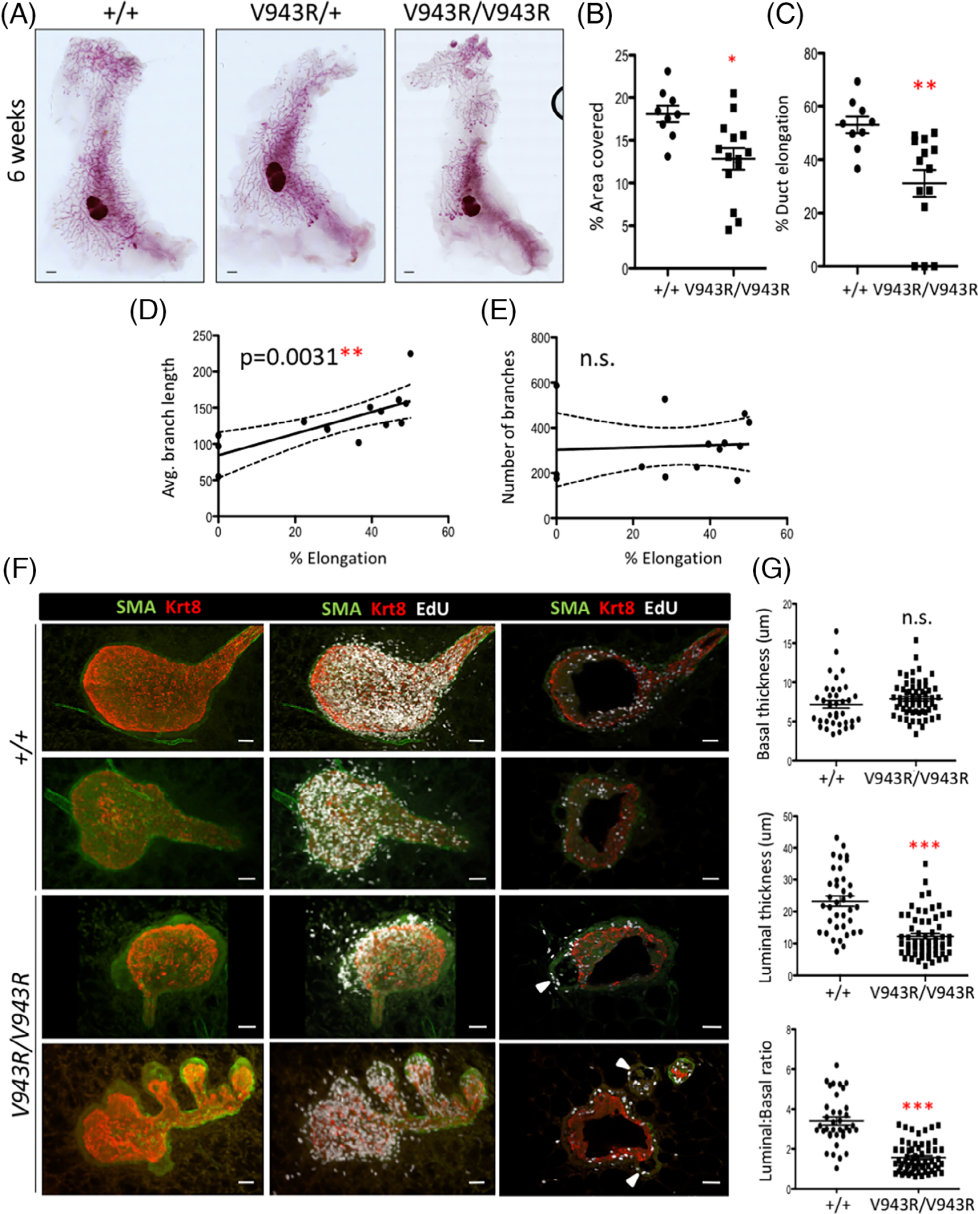
*Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mice show defects in duct elongation and terminal end bud structure. A, Mammary epithelial‐specific knock‐in was achieved by intercrossing mice carrying *Erbb3* ^*CKI‐V943R*^ and *MMTV‐Cre* alleles. At 6 weeks of age, the fourth (abdominal) mammary gland was dissected from mice of the indicated genotypes, fixed in Carnoy's solution, and stained with carmine. Scale bar = 1 mm. B, The percentage of gland area covered by ducts in the region around the lymph node was measured for *Erbb3* ^*+/+;MMTV‐Cre*^ (N = 9) and *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ (N = 14) mice at 6 weeks of age ( *P* = .007). C, Elongation of the ducts as a percentage of total distance from lymph node to end of gland was measured for *Erbb3* ^*+/+;MMTV‐Cre*^ (N = 9) and *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ (N = 14) mice at 6 weeks of age ( *P* = .004). D, The average branch length in 6 week old *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ glands was plotted as a function of percent elongation. E, The number of branches in *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ cohort was plotted as a function of percent elongation. F, Two representative TEBs from 6‐week old female *Erbb3* ^*+/+;MMTV‐Cre*^ and *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ female mice. EdU^+^ cells were stained with AlexaFluor‐647. Smooth muscle actin (SMA, AlexaFluor‐488 secondary) and keratin‐8 (KRT8, AlexaFluor‐555 secondary) were detected using appropriate antibodies. Scale bar = 30 um. G, Measurements of basal (SMA^+^) and luminal (KRT8^+^) thicknesses were taken using Imaris (Bitplane) at 12 or more locations around the circumference of *Erbb3* ^*+/+;MMTV‐Cre*^ (N = 3) and *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ I (N = 5) TEBs. n.s. = not significant; *P* = 2.5 × 10^−9^ for luminal thickness measurements; *P* = 4.0 × 10^−15^ for luminal:basal ratios

To quantify the extent of the mammary ductular defect in *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mice, we performed high‐resolution scans of the glands and delineated the ductal network using the ImageJ software (Figure S4A‐C). To quantify the extent to which the ducts covered the gland, we designated a region of interest (ROI) centered on the inguinal lymph node and measured the percent area covered by ducts by 6 weeks of age (Figure 4B). On average, *Erbb3* ^*+/+;MMTV‐Cre*^ mice showed 18% coverage, while *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mice showed 12% coverage, with 3 out of the 14 *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ glands showing as little as ~5% coverage. We also measured the distance of duct elongation as a percentage of a reference line drawn between the center of the inguinal lymph node to the end of the gland (Figure 4C). By 6 weeks of age the ducts from *Erbb3* ^*+/+;MMTV‐Cre*^ mice had elongated an average of 53% of this distance, while ducts from *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ had only migrated an average of 22% of the distance. For three of these glands there was no elongation of the ducts past the lymph node. Interestingly, we observed differences in elongation distance within abdominal mammary glands dissected from the same *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mouse (Figure S4D), demonstrating variability of the phenotype on a per gland basis. By 12 weeks of age, a timepoint at which the mammary fat pad is typically infiltrated completely with ducts, we observed that most of the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mice (11 of 13) did not appear to have a defect, while 2 out of 13 mice (15%) displayed shortened ducts (Figure S4E). The observation that most animals display fully elongated ducts by 12 weeks of age suggests that the defect seen at 6 weeks represents a delay in elongation rather than a permanent defect.

In addition to measuring elongation, we also quantified the number of branches in the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ glands to determine whether or not the ERBB3 V943R substitution affected branching morphogenetic programs (Figure 4D,E). As expected, average branch length was significantly correlated with percent elongation of the entire ductal network (*P* = .0031, Figure 4D). We did not, however, detect a change in branch number as a function of elongation in the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ glands (Figure 4E). Taken together these results suggest ERBB3 V943R delays elongation but does not impact branching developmental programs within the developing ductal network.

To evaluate whether or not the overall percentages of basal and luminal epithelial cell populations were altered in the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ ductal network, we used flow cytometry on enzyme‐digested mammary glands (Figure S5A‐D). We did not detect any significant changes in the percentage of either luminal or basal cells across genotypes, nor in the overall ratio of luminal to basal epithelial cells.

We next examined the local cellular organization of the TEBs in more detail. Terminal end buds (TEBs) are bulbous structures at the ends of ducts that appear during puberty and drive morphological changes in the ductal network during this time. TEBs are comprised of a single layer of basal myoepithelial cells encasing a mass of proliferating luminal epithelial cells. *Erbb3* ^*+/+;MMTV‐Cre*^ and *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ (n = 3 per genotype) mice were injected intraperitoneally with ethynyldeoxyuridine (EdU) to label proliferating cells, and stained with antibodies to smooth muscle actin (SMA) and keratin‐8 (Krt8) (Figure 4F) (see materials and methods). The *Erbb3* ^*+/+;MMTV‐Cre*^ TEBs had a uniform SMA^+^ basal epithelial layer surrounding a mass of Krt8^+^ luminal epithelial cells. In contrast, the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ EdU^+^ TEBs harbored vacuoles between the basal and luminal layers (Figure 4F, arrowheads). The thickness of the basal and luminal layers was measured around the circumference of each TEB (Figure 4G). The basal layer was not significantly different in thickness between *Erbb3* ^*+/+;MMTV‐Cre*^ and *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ TEBs (mean thickness of 7.18 mm ± 0.48 and 7.88 mm ± 0.29, respectively). However, the luminal layer was significantly thinner (mean thickness 23.24 mm ± 1.59 for *Erbb3* ^*+/+;MMTV‐Cre*^, 12.27 mm ± 0.87 for *Erbb3* ^*V943R/V943R;MMTV‐Cre*^), leading to a lower ratio of luminal to basal cell thickness in the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ TEBs.

### 2.5 A luminal epithelial subpopulation is reduced in number within Erbb3^V943R^ ^/V943R;MMTV‐Cre^ glands

A number of recent single cell studies of the mouse mammary gland^32^, ^33^, ^34^ have identified the major luminal and basal epithelial subsets that exist postnatally in nulliparous animals. Given the observed defect in ductal elongation in the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mice, we interrogated the effect of the V943R mutation on mammary lumen cells using single cell RNA‐sequencing. Thoracic and abdominal mammary glands from homozygous 6‐week old *Erbb3* ^*+/+;MMTV‐Cre*^ and *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mice (n = 3 per genotype) were dissected, collagenase‐digested, pooled, enriched for epithelial populations and FACS sorted to obtain luminal cells.

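The glands of 3 mice per genotype were pooled, so each genotype was represented by 1 pool of luminal cells, and the *Erbb3* +/+;MMTV‐Cre (WT) pool and the *Erbb3* V943R/V943R;MMTV‐Cre (mutant) pool were each sequenced as 2 droplet libraries. The deposited table names the library and the genotype of every cell but not the replicate number of the library. The libraries of a genotype are called A and B here, with no pairing between genotypes. WT libraries A and B held 9627 and 9011 cells with 35069465 and 38009351 unique molecular identifiers (UMIs, each standing for 1 captured mRNA molecule). Mutant libraries A and B held 6849 and 6952 cells with 30019745 and 32394110 UMIs. The authors deposited a signal table of 52636 genes by 32439 cells, in which the UMIs of a cell had been multiplied by 1 factor per cell, so that the values of a cell summed to between 3516 and 3726. Dividing the values of a cell by the smallest of them gave whole numbers, within 0.02, for 100% of the 60853305 nonzero values, and these whole numbers were used as UMIs. The cluster number and the luminal class of each cell, which the authors made in Partek Flow, were used as they stand in the table, and no cell was left out. The level of a gene is given in counts per 1000000 UMIs (CPM), which is its UMIs summed over the cells of a library or a genotype relative to all UMIs of the same cells. A change between genotypes is given as the log2 ratio of these levels, mutant over WT, with a 95% interval from the exact conditional binomial distribution. Shares of cells have exact (Clopper-Pearson) 95% binomial intervals, levels have exact Poisson intervals, and ratios of shares have log-normal intervals. With 1 pool per genotype there were no biological replicates, the values given here come from no test between genotypes, and all of these intervals cover counting error only. The libraries of a genotype differed by more than counting error, with a chi-square per degree of freedom of 4.29 over 18827 genes in WT and of 5.07 over 18682 genes in the mutant. Because the mutant cells had more UMIs, the share of cells with a UMI of a gene was also taken after each cell had been thinned at random to 1000 UMIs, which left out 45 WT and 252 mutant cells. The doublet caller scrublet called 6 of all cells (0.0185%), too few to be of use, and no doublets were removed. Gene positions are those of GRCm38 in GENCODE mouse release 21, matched by Ensembl identifier for 52489 genes of the table. The paper's text does not name the aligner, the genome build or the filters on cells.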

A total of 18 638 and 13 801 cells from the homozygous *Erbb3* ^*+/+;MMTV‐Cre*^ and *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mice, respectively were analyzed (Figure 5). 

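The median cell had 3400 UMIs and 1677 genes in the WT sample and 3840 UMIs and 1849 genes in the mutant sample. By library, the median was 3154 and 3677 UMIs in WT and 3662 and 4027 UMIs in the mutant. UMIs per cell ranged from 797 to 33322 in WT and from 606 to 49679 in the mutant, and the fewest genes in any cell were 489 and 224. Over all cells, the 37 genes of the mitochondrial genome took a median of 0.228% of the UMIs of a cell.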

Thirteen distinct clusters were identified by Seurat tSNE analysis (Figure 5A). 

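Cluster 1 was the largest with 5385 cells and cluster 12 the smallest with 76 cells. In the deposited table, clusters 1 and 2 carried the label of luminal progenitors, cluster 3 that of luminal intermediate cells and clusters 4 through 11 that of mature luminal cells, and clusters 12 and 13 were labelled as rare. When the cells were clustered anew from the 2000 most variable genes, with 30 principal components, 20 neighbours and the Leiden method at a resolution of 0.6, 20 clusters were found. Across the other resolutions, component numbers and gene sets their number ranged from 12 to 24. The rebuilt clusters were used for comparison only.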

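*Epcam* (ENSMUSG00000045394, chromosome 17 from 87635979 to 87651129), *Krt18* (ENSMUSG00000023043, chromosome 15 from 102028180 to 102032027) and *Krt5* (ENSMUSG00000061527, chromosome 15 from 101707070 to 101712898) were measured in all cells of both genotypes. *Epcam* stood at 1806 CPM in WT and 1683 in the mutant, and an *Epcam* UMI was found in 98.1% of WT cells (97.9% to 98.3%) and 97.6% of mutant cells (97.4% to 97.9%). With every cell thinned to the same UMIs these shares were 81.7% and 79.9%. *Krt18* stood at 8537 and 8789 CPM and was found in 99.7% and 99.4% of cells, or 99.0% and 98.7% after thinning. *Krt5* stood at 1.23 and 1.25 CPM, from 90 WT and 78 mutant UMIs, and was found in 0.322% (0.246% to 0.414%) and 0.341% (0.250% to 0.453%) of cells, or 0.0807% and 0.0959% after thinning. The share of cells with a UMI also depends on free RNA in the droplets. Clusters 12 and 13 are led by genes of stromal and immune cells, and their WT cells had medians of 1985 and 1899 UMIs against 3400 over all WT cells. There *Epcam* was found in 46.5% and 42.2% of cells and *Krt18* in 76.7% and 61.4%. *Krt5* was found in 2.33% and 0% of these cells, from 1 and 0 UMIs.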

Overall, the cells showed near‐uniform expression of epithelial cell adhesion molecule (*Epcam*) and keratin‐18 (*Krt18*), with very little keratin‐5 (*Krt5*) expression (Figure S6A), confirming the identity of these cells as luminal epithelium (*Krt18* ^*+*^ *Krt5* ^*−*^) with very little to no basal epithelial (*Krt18* ^*−*^ *Krt5* ^*+*^) contamination. The cells could be subdivided into three major subpopulations (Figure S6B and C): a luminal progenitor (LP) population, characterized by *Kit* expression, a mature luminal (ML) population, defined by *Prlr* expression, and a luminal intermediate (LI) population, which expressed genes found in both the LP and ML populations in a graded fashion. This pattern is consistent with a previous study.^33^ In addition, subsets of proliferating cells were identified by *Mki67* expression (Figure S6B). 

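Of the WT cells, 17.1% (16.5% to 17.6%) were labelled as LP, 6.13% (5.79% to 6.49%) as LI and 76.1% (75.5% to 76.7%) as ML. Of the mutant cells, these shares were 22.6% (21.9% to 23.3%), 6.90% (6.48% to 7.33%) and 69.6% (68.9% to 70.4%). The mutant share divided by the WT share was 1.33 (1.27 to 1.39) for LP, 1.12 (1.04 to 1.22) for LI and 0.915 (0.903 to 0.927) for ML. Cluster 11, of ML cells, had a smaller share in the mutant, which raises the other shares. Among the cells outside cluster 11 the LI ratio was 1.00 (0.921 to 1.09), and the libraries of the genotypes overlapped. The alternative that moved the LP ratio most was leaving out the 10% of cells with the fewest UMIs in each library, which gave 1.51. *Kit* (ENSMUSG00000005672, chromosome 5 from 75574916 to 75656722) stood at 219 CPM in WT LP cells, 93.9 in WT LI cells and 2.68 in WT ML cells. A *Kit* UMI was found in 41.7% of the LP cells, 42.1% of the LI cells and 1.02% of the ML cells, with medians of 2018, 5620 and 3508 UMIs per cell. After thinning these shares were 21.1%, 8.84% and 0.261%. In the WT cells of clusters 12 and 13, *Kit* was found in 4.65% and 10.8% of cells, and the share in ML cells was below both. *Prlr* (ENSMUSG00000005268, chromosome 15 from 10177238 to 10349180) stood at 262 CPM in WT LP cells, 1655 in LI cells and 2125 in ML cells. It was found in 27.4%, 98.9% and 98.5% of cells, or in 14.6%, 77.2% and 83.9% after thinning. In WT clusters 12 and 13 *Prlr* was found in 34.9% and 31.3% of cells, so its share in LP cells was not above that of cells of other types. In the mutant, the 3 classes had the same order by CPM for both genes.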

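*Mki67* (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361) stood at 28.1 CPM over all WT cells and 32.1 over all mutant cells, from 2057 and 2006 UMIs. A *Mki67* UMI was found in 6.55% of WT cells (6.19% to 6.91%) and 8.52% of mutant cells (8.06% to 9.00%), and after thinning in 2.01% and 2.28%. By class, the WT level was 74.3 CPM in LP cells, 8.38 in LI cells and 23.8 in ML cells. Clusters 2, 5 and 6, which had the highest *Mki67* levels in both genotypes, held 12.2% of WT cells and 14.0% of mutant cells, a ratio of 1.15 (1.09 to 1.22).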

*Erbb2* and *Erbb3* mRNA expression was detected within the major subpopulations (Figure S6C and D), with *Erbb3* mRNA showing a ~1.4‐fold decrease in the mutant sample.

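*Erbb2* (ENSMUSG00000062312, chromosome 11 from 98412470 to 98437716) stood at 41.3 CPM in WT and 41.3 in the mutant, from 3018 and 2576 UMIs, with a 95% interval of the log2 change from −0.08 to 0.08. *Erbb3* (ENSMUSG00000018166, chromosome 10 from 128567523 to 128589652), the targeted gene, stood at 62.1 CPM in WT (60.3 to 64.0) and 30.4 in the mutant (29.0 to 31.8), from 4540 and 1895 UMIs. The log2 change of *Erbb3* was −1.03 (−1.11 to −0.96), which is a 2.05-fold lower level, and it lay between −1.08 and −0.98 for the pairs of 1 mutant and 1 WT library. As the mean over cells of log2 of the deposited value plus 0.01, a measure chosen after the data were seen, it was −0.58. With 0.001 added in place of 0.01 it was −0.86. The libraries capture transcript ends, and the paper describes the allele before Cre as ending in untranslated sequence of human growth hormone. Transcripts of mutant cells without recombination may therefore not be counted as *Erbb3*, which was not tested. An *Erbb3* UMI was found in 20.2% of WT cells and 11.9% of mutant cells, or in 6.06% and 3.12% after thinning. In cluster 13 these shares were 13.3% of WT and 4.94% of mutant cells, with medians of 1899 and 1720 UMIs. An *Erbb2* UMI was found in 14.4% and 15.8% of all cells, or in 4.12% and 4.21% after thinning, against 4.82% and 3.70% in cluster 13.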

**FIGURE 5:**
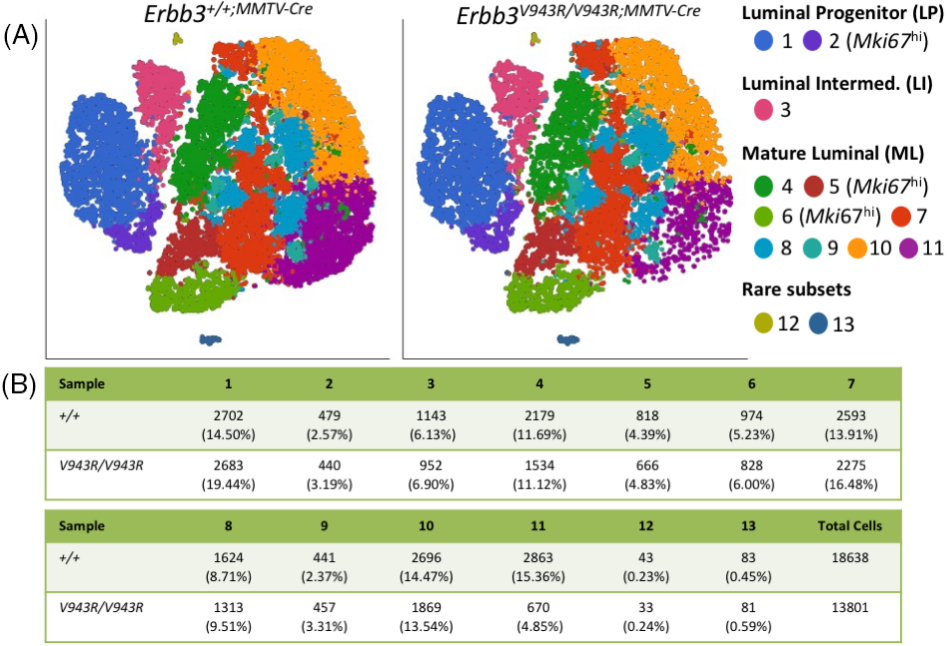
Single cell RNA‐sequencing analysis of luminal epithelial cells. A, Luminal epithelial cells were purified from the digested mammary glands of 6‐week old female mice and run on the 10× Chromium single cell RNA‐sequencing platform. Seurat tSNE plots were generated using Partek Flow (Partek) at a resolution of 0.6. LP, luminal progenitor; LI, luminal intermediate; ML, mature luminal. B, Summary of the numbers of cells within identified subclusters and their percentage as a function of total cell counts

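Among the cells labelled LP, cluster 1 held 2702 WT and 2683 mutant cells and cluster 2 held 479 and 440. *Mki67* stood at 271 CPM in WT cells of cluster 2 and at 14.7 in WT cells of cluster 1. It was found in 56.6% and 2.66% of these cells, and after thinning in 23.5% and 0.711%. In the mutant the levels were 239 and 20.1 CPM. The cells labelled LI numbered 1143 in WT and 952 in the mutant. Of these cells, 49.5% were among the 6% of cells with the highest doublet scores of their library, against at most 9.58% in any other cluster.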

Further (Figure 5A), the LP population was divisible into two subpopulations (clusters 1 and 2), one of which was distinguished by elevated *Mki67* expression (cluster 2), while the LI cell population (cluster 3) was not further subdivided by the tSNE analysis. 

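In WT cells, *Mki67* stood at 60.4 CPM in cluster 5 and at 168 in cluster 6, while clusters 4, 7, 8, 9, 10 and 11 had between 1.89 and 9.82. A *Mki67* UMI was found in 23.0% of cluster 5 cells and 51.0% of cluster 6 cells, and in at most 1.91 percent of the cells of the other clusters labelled ML. After thinning the shares were 5.26% and 17.0%, with at most 0.457 percent in the others. In the mutant, clusters 5 and 6 stood at 63.6 and 154 CPM and the others at no more than 13.6.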

The ML population was divided into eight subpopulations (clusters 4 through 11), with two showing elevated *Mki67* expression relative to the other populations (clusters 5 and 6). Two rare populations were also identified (clusters 12 and 13). 

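Cluster 12 held 43 WT cells (0.231%, 0.167% to 0.311%) and 33 mutant cells (0.239%, 0.165% to 0.336%), and cluster 13 held 83 (0.445%, 0.355% to 0.552%) and 81 (0.587%, 0.466% to 0.729%). The genes that set cluster 12 most apart from clusters 1 through 11 included *Igfbp6*, *Col3a1*, *Col1a2* and *Cldn5*, a mix of fibroblast and endothelial genes, and those of cluster 13 included *Cd74*, *H2-Aa* and *Igkc*, which are genes of immune cells. The share of both clusters together was 1.22 times as large in the mutant, with an interval of 0.949 to 1.57 that includes no difference.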

Most of the subpopulations existed at a similar percentage of total cell numbers between *Erbb3* ^*+/+;MMTV‐Cre*^ and *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ genotypes, with a few exceptions (Figure 5B). 

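Besides clusters 1, 7 and 11, the difference between genotypes in the share of all cells was between −0.923 points (cluster 10) and 0.945 points (cluster 9). The mutant share divided by the WT share was 0.936 (0.886 to 0.989) in cluster 10 and 1.40 (1.23 to 1.59) in cluster 9. Cluster 9 held 2.75% and 1.95% of the cells of the WT libraries and 3.66% and 2.96% of those of the mutant libraries, and its median cell had 1532 UMIs in WT and 1355 in the mutant. Between libraries A and B, the chi-square of the cluster shares was 58.0 in WT and 17.0 in the mutant, each with 12 degrees of freedom. Clusters 8 and 9 contributed most to it in both genotypes. Only in WT was the difference clearly beyond counting error. Shares of all cells are tied to each other, and a smaller cluster 11 raises the others. Among the cells outside cluster 11, the ratio was 0.846 (0.796 to 0.899) for cluster 4, 0.833 (0.789 to 0.879) for cluster 10 and 1.24 (1.09 to 1.42) for cluster 9, where the libraries of the genotypes overlapped among these cells (3.24% in WT library A and 3.12% in mutant library B).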

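Cluster 1, of LP cells, made up 14.5% (14.0% to 15.0%) of WT cells and 19.4% (18.8% to 20.1%) of mutant cells, a difference of 4.94 points and a ratio of 1.34 (1.28 to 1.41). By library it was 13.9% and 15.1% in WT and 19.0% and 19.9% in the mutant. Leaving out the 10% of cells with the fewest UMIs moved this ratio most, to 1.58. Cluster 7, of ML cells, made up 13.9% (13.4% to 14.4%) of WT cells and 16.5% (15.9% to 17.1%) of mutant cells, a difference of 2.57 points and a ratio of 1.18 (1.13 to 1.25), with 13.4% and 14.4% in the WT libraries and 16.0% and 17.0% in the mutant libraries. When the cells of cluster 11 were left out of the total, the ratio was 1.19 (1.14 to 1.25) for cluster 1, and both mutant libraries stayed above both WT libraries. For cluster 7 it was 1.05, and the libraries of the genotypes overlapped.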

Clusters 1 and 7 were slightly elevated in the mutant sample, increasing by ~5% and ~2.6% relative to the conditional knock‐in mice, respectively. Cluster 11 showed the most striking difference between genotypes, dropping from 15.36% of the total cell number in the *Erbb3* ^*+/+;MMTV‐Cre*^ sample to 4.85% of the total cell number in the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ sample, a more than 3‐fold reduction. 

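Cluster 11 held 2863 WT cells and 670 mutant cells, with 95% intervals of its share of 14.8% to 15.9% in WT and 4.50% to 5.23% in the mutant. By library its share was 15.1% and 15.6% in WT and 4.69% and 5.02% in the mutant, so that the genotypes differed by far more than their libraries. The mutant share was 0.316 (0.291 to 0.343) of the WT share, which is 3.16-fold lower. Genes that differ between genotypes took part in the clustering, and the size of a cluster can follow them. Clusters were therefore rebuilt without the 13 genes named for cluster 11, and the rebuilt cluster that best matched cluster 11 held 13.3% of WT and 5.83% of mutant cells, a ratio of 0.436. It took up 59.6% of the WT cells of cluster 11. Without any of the 1458 genes that are named or differ between genotypes in a luminal class, a choice made after the data were seen, the shares were 13.7% and 6.81%, a ratio of 0.498. The alternative that moved the ratio most was clustering with each library centred gene by gene, which gave 0.536.

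**Figure D1:**
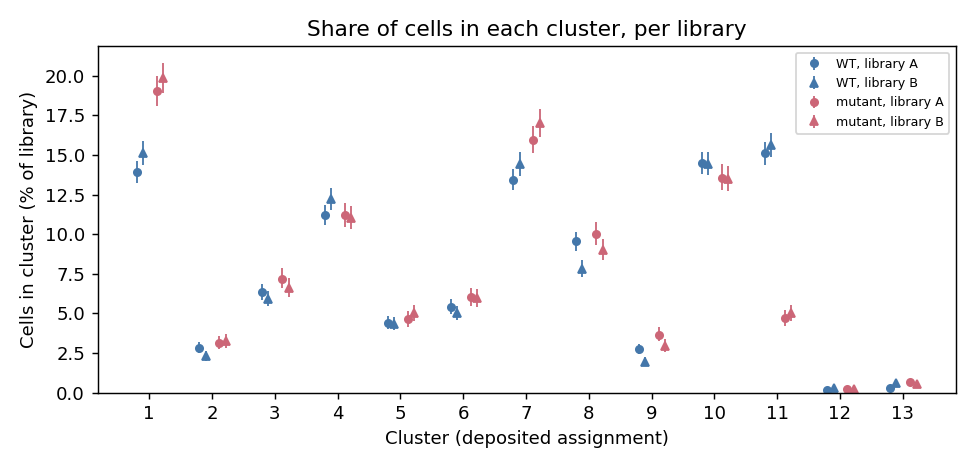
Cells in each of the 13 deposited clusters as a percent of the cells of a library, with 1 point per library and bars for the exact 95% binomial interval, which covers counting error only. In cluster 11 the WT libraries lie at 15.1% and 15.6% and the mutant libraries at 4.69% and 5.02%.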

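Of the ML cells alone, cluster 11 made up 20.2% in WT and 6.97% in the mutant, a ratio of 0.345. With all cells of both genotypes divided into 5 bins of about equal number by UMIs per cell, the mutant share of cluster 11 divided by the WT share was 0.113, 0.468, 0.524, 0.362 and 0.211 from the lowest to the highest bin, so that it was below 1 at every depth. Without the 6% of cells with the highest doublet scores, an alternative chosen after the data were seen, the ratio over all cells was 0.317. Cells picked by a score of 4 cluster 11 markers that the paper does not name as changed between genotypes, with each cell thinned to 1000 UMIs, made up 15.4% of WT and 8.24% of mutant cells, and 47.3% of the WT cells picked in this way were in cluster 11. These markers did differ between genotypes here. In the other ML cells *Tmem158*, which raises the score, fell from 374 to 329 CPM. *Tmem86a*, *S100a14* and *Areg*, which lower it, rose from 433 to 481, 328 to 393 and 4054 to 4635. The cutoff came from WT cells, so fewer mutant cells could pass it without any loss of cells. The other ML clusters together held 60.8% of WT and 64.8% of mutant cells, shares of all cells that a smaller cluster 11 raises in the mutant. Each genotype was 1 pool of mice, and a difference between pools cannot be told apart from a difference between genotypes.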

The loss of this population in the mutant sample suggests that ERBB3 activator function positively regulates the differentiation, proliferation, or survival of a subset of mature luminal epithelial cells.

To further understand the cells in cluster 11 we performed transcript enrichment analysis (Figure 6A‐C). The transcripts elevated within cluster 11 *Erbb3* ^*+/+;MMTV‐Cre*^ cells include transmembrane protein 158 (*Tmem158*), fibrinogens‐γ and ‐β (*Fgg* and *Fgb*), and Uroplakin‐3a (*Upk3a*) (Figure 6B). Conversely, genes showing lower transcript levels within cluster 11 *Erbb3* ^*+/+;MMTV‐Cre*^ cells compared to the other identified clusters included transmembrane protein 86a (*Tmem86a*), S100 calcium‐binding protein a14 (*S100a14*), WD repeat and FYVE domain‐containing protein 1 (*Wdfy1*), and the EGFR ligand amphiregulin (*Areg*) (Figure 6C). This signature suggests that cluster 11 cells might regulate epithelial‐matrix interactions during mammary development.

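*Tmem158* (ENSMUSG00000054871, chromosome 9 from 123259053 to 123260764), *Fgg* (ENSMUSG00000033860, chromosome 3 from 83007724 to 83015049), *Fgb* (ENSMUSG00000033831, chromosome 3 from 83040141 to 83049863) and *Upk3a* (ENSMUSG00000022435, chromosome 15 from 85017141 to 85022547) were compared between cluster 11 and the other 7 ML clusters within the WT libraries. The clusters were drawn from the same expression values, so no test of these genes is independent of the clustering. *Tmem158* stood at 1110.2 CPM in cluster 11 and 374 in the other ML cells, a log2 ratio of 1.57 (1.53 to 1.60). *Fgg* stood at 873 and 358 CPM, a log2 ratio of 1.28 (1.25 to 1.32). For both genes cluster 11 had the highest level of the 8 ML clusters. *Fgb* stood at 1289 and 1009.6 CPM, a log2 ratio of 0.35 (0.32 to 0.38), and cluster 11 ranked 4 of 8. *Upk3a* stood at 1466 and 3301 CPM, a log2 ratio of −1.17 (−1.20 to −1.15), and cluster 11 ranked 6 of 8. The highest levels of *Fgb* and *Upk3a* were in cluster 5, at 1884 and 7289.6 CPM. For each gene the sign of the log2 ratio was the same in WT libraries A and B. The alternative that moved *Tmem158* most was clustering without the 1458 named or differing genes, which gave 1.28.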

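*Tmem86a* (ENSMUSG00000010307, chromosome 7 from 47050601 to 47054777) stood at 123 CPM in WT cluster 11 and 433 in the other WT ML cells, a log2 ratio of −1.82 (−1.91 to −1.74). *S100a14* (ENSMUSG00000042306, chromosome 3 from 90526856 to 90528837) stood at 108 and 328 CPM, a log2 ratio of −1.61 (−1.70 to −1.52). *Wdfy1* (ENSMUSG00000073643, chromosome 1 from 79702262 to 79776143) stood at 19.1 and 44.3 CPM, a log2 ratio of −1.21 (−1.44 to −0.99), from 180 UMIs in cluster 11. *Areg* (ENSMUSG00000029378, chromosome 5 from 91139599 to 91148432) stood at 1970.0 and 4054 CPM, a log2 ratio of −1.04 (−1.06 to −1.02). For each of these genes cluster 11 had the lowest level of the 8 ML clusters in both WT libraries. In the mutant, the log2 ratios of *Tmem86a*, *S100a14* and *Areg* were −1.94, −1.54 and −1.15, while that of *Wdfy1* was 0.37 (0.16 to 0.58).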

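In the mutant cells, the log2 ratio of cluster 11 to the other ML clusters was 1.62 (1.56 to 1.69) for *Tmem158* and 1.25 (1.17 to 1.34) for *Fgg*. It was −0.37 (−0.45 to −0.29) for *Fgb* and −1.62 (−1.68 to −1.56) for *Upk3a*. Clusters 5, 6 and 7 had the most *Upk3a* in both genotypes. Against clusters 4, 8, 9 and 10 alone, a set chosen after the levels were seen, WT cluster 11 had log2 ratios of 1.15 for *Fgb*, 1.33 for *Fgg* and 0.17 for *Upk3a*. *Tmem86a* and *Areg* stayed lower against this set, at −2.23 and −1.17.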

**FIGURE 6:**
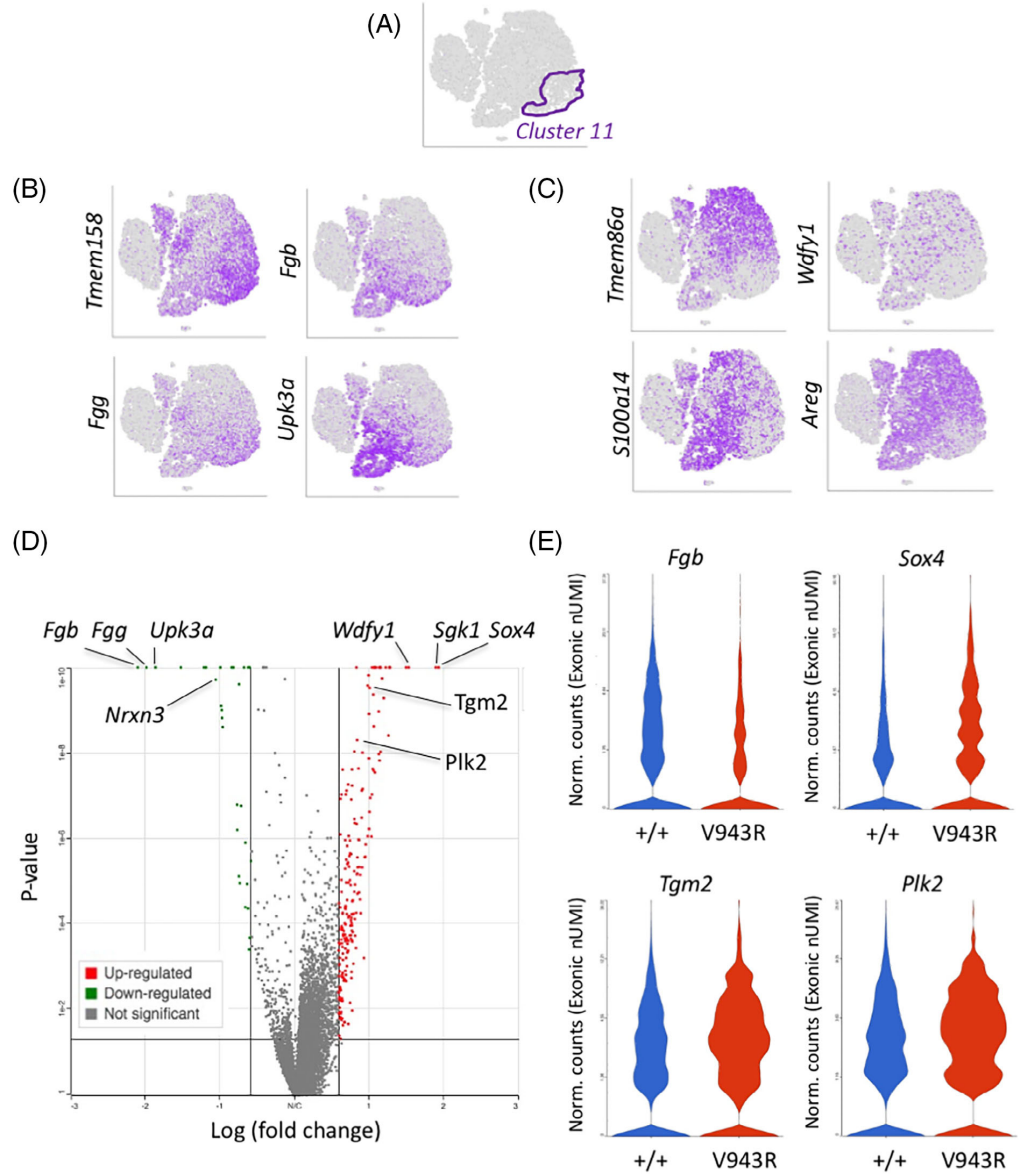
Differential gene expression analysis of subcluster 11. A, Outline of cluster 11 cells. B, Representative mRNAs differentially expressed at higher levels in *Erbb3* ^*+/+;MMTV‐Cre*^ subcluster 11 than in other mature luminal subclusters. C, Representative mRNAs differentially expressed at lower levels in *Erbb3* ^*+/+;MMTV‐Cre*^ subcluster 11 than in other mature luminal subclusters. D, Volcano plot of genes within subcluster 11 that show at least 1.5‐fold higher or lower mRNA expression in the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ sample relative to *Erbb3* ^*+/+;MMTV‐Cre*^. E, Transcript expression level of select mRNAs *Fgb*, *Sox4*, *Tgm2*, and *Plk2*

To determine which genes changed in expression within cluster 11 between *Erbb3* ^*+/+;MMTV‐Cre*^ and *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ genotypes, we performed differential expression (DE) analysis on cluster 11 (Figure 6D,E). We found 30 genes that showed a 1.5‐fold or greater reduction in transcript levels in *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ relative to *Erbb3* ^*+/+;MMTV‐Cre*^ cluster 11 cells, while 206 genes showed 1.5‐fold or more elevated transcript levels in *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ relative to *Erbb3* ^*+/+;MMTV‐Cre*^ cluster 11 cells. 

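Cluster 11 had 9405963 UMIs in WT and 2407631 in the mutant. A gene was counted as lower or higher when its CPM differed by 1.5-fold or more, it had at least 50 UMIs in the genotype with the higher level, and both mutant libraries lay on the same side of both WT libraries. Of 8112 genes with enough UMIs, 324 were lower and 76 were higher in the mutant. These are counts by size, from 1 pool per genotype, and not by a test. With no difference between genotypes, chance puts both mutant libraries on a given side in 16.7% of genes. In 20 simulated draws of the same depth in which no gene changed, the rule counted on average 255.55 genes lower (230 to 294) and 7.95 higher (2 to 14). Counting error at this depth thus gives most of the number of genes lower and little of the number higher. For the mean over cells of log2 of the deposited value plus an added value, the counts depended on the value added. All added values were chosen after the data were seen. With 0.0001 added, 64 genes were lower and 759 higher, with 0.001 42 and 374, and with 0.004 30 and 207. With 0.01 added they were 21 and 121, with 0.1 they were 8 and 10, and with 1 they were 2 and 0. The value 0.004 was picked because it came near the paper's values. Without mutant library B, 750 genes were lower, and without WT library B, 169 were. With WT cluster 11 thinned to the UMIs of the mutant, also chosen after the data were seen, 86 genes were lower and 140 higher, so that which direction held more genes changed. Among the genes counted, the largest log2 changes upward were those of *Wdfy1*, to 83.9 CPM (2.13, 1.84 to 2.43), *Rgs2*, from 26.0 to 90.5 CPM (1.80, 1.53 to 2.07), *Gsta4*, from 57.3 to 156 CPM (1.45, 1.25 to 1.64), *Sgk1*, from 104 to 239.7 CPM (1.20, 1.05 to 1.35) and *Casp2*, from 11.6 to 23.3 CPM (1.01, 0.51 to 1.48). The largest changes downward were in genes of few UMIs. They were *Gm17416*, with 96 WT and 3 mutant UMIs (log2 change −3.03, −5.34 to −1.44), *Ccl5*, with 120 and 4 (−2.94, −4.84 to −1.55), *Fam90a1a*, with 110 and 4 (−2.82, −4.72 to −1.42), *Kazald1*, with 50 and 2 (−2.68, −5.76 to −0.75) and the pseudogene *Rpl31-ps18*, with 60 and 3 (−2.36, −4.67 to −0.74). *Ccl5* was also among the genes that lead the immune cluster 13. *Nrxn3*, which is named in Figure 6D, had a log2 change of −0.65 (−0.80 to −0.50).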

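In cluster 11, *Fgb* stood at 1283 and 1295 CPM in the WT libraries and at 477 and 605 in the mutant libraries, from 12126 WT and 1319 mutant UMIs in all, a log2 change of −1.23 (−1.32 to −1.15). *Fgg* stood at 888 and 858 in WT and 495 and 568 in the mutant, from 8207 and 1289 UMIs, a log2 change of −0.70 (−0.79 to −0.62). *Upk3a* stood at 1528 and 1409.5 in WT and 814 and 957 in the mutant, from 13789 and 2150 UMIs, a log2 change of −0.72 (−0.78 to −0.65). For all of these genes both mutant libraries were below both WT libraries, by more than the libraries of a genotype differed. With each library left out in turn, the changes stayed between −1.43 and −1.09 for *Fgb*, −0.82 and −0.62 for *Fgg*, and −0.85 and −0.62 for *Upk3a*. The mean over cells of log2 of the deposited value plus 0.0001 or 0.001, both chosen after the data were seen, gave −3.05 and −2.45 for *Fgb*. In the clusters rebuilt without the 13 named genes the changes were −1.43, −0.88 and −0.91.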

The transcripts for *Fgg*, *Fgb*, and *Upk3a* that were enriched within cluster 11 from *Erbb3* ^*+/+;MMTV‐Cre*^ mice are also downregulated on a per‐cell basis within *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ glands. Downregulation of fibrinogens‐γ and ‐β suggests a positive role for the ERBB3 receptor in extracellular matrix (ECM) production. 

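*Fgb* was found in 59.4% of WT and 41.5% of mutant cells of cluster 11, and after thinning to the same UMIs in 41.7% and 24.2%. *Fgg* was found in 69.2% and 50.4% of these cells, or in 44.8% and 29.4% after thinning. The median cell of cluster 11 had 2922 UMIs in WT and 3238 in the mutant. In the WT cells of cluster 13, with a median of 1899 UMIs, *Fgb* was found in 18.1% and *Fgg* in 24.1% of cells. *Fgg* and *Fgb* lie near each other on chromosome 3, on opposite strands.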

*Upk3a* is a single‐pass transmembrane protein that forms complexes on the apical side of urinary bladder epithelial cells,^35^ that was recently shown to mark a distinct population of epithelial progenitors in the lung that contribute to post‐injury repair.^36^ Genes showing increased transcript levels in the mutant sample include the Sex‐determining region Y‐related high‐mobility‐group transcription factor 4 (*Sox4*), Tissue transglutaminase 2 (*Tgm2*), and Polo‐like kinase 2 (*Plk2*). 

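*Sox4* (ENSMUSG00000076431, chromosome 13 from 28948919 to 28953713) stood at 504 and 488 CPM in the libraries of WT cluster 11 and at 1003 and 924 in those of mutant cluster 11, a log2 change of 0.95 (0.88 to 1.02). *Tgm2* (ENSMUSG00000037820, chromosome 2 from 158116402 to 158146436) stood at 843 and 819 in WT and 1075 and 969.7 in the mutant, a log2 change of 0.29 (0.23 to 0.36). *Plk2* (ENSMUSG00000021701, chromosome 13 from 110395046 to 110400844) stood at 677 and 722 in WT and 812 and 859 in the mutant, a log2 change of 0.26 (0.19 to 0.33). Both mutant libraries were above both WT libraries for each gene, and of these genes only *Sox4* passed the 1.5-fold limit. With TMM factors in place of plain totals the changes were 0.86, 0.20 and 0.16. In the clusters rebuilt without the 13 named genes they were 0.73, 0.57 and 0.28. Without the 1458 named or differing genes, a choice made after the data were seen, they were 0.80, 0.62 and 0.24. There *Tgm2* also passed the 1.5-fold limit. In the ML cells outside cluster 11 the changes were 0.40 for *Sox4*, 0.21 for *Tgm2* and 0.19 for *Plk2*, each with both mutant libraries above both WT libraries. In LP cells *Sox4* was lower in both mutant libraries (−0.14, −0.19 to −0.09).

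**Figure D2:**
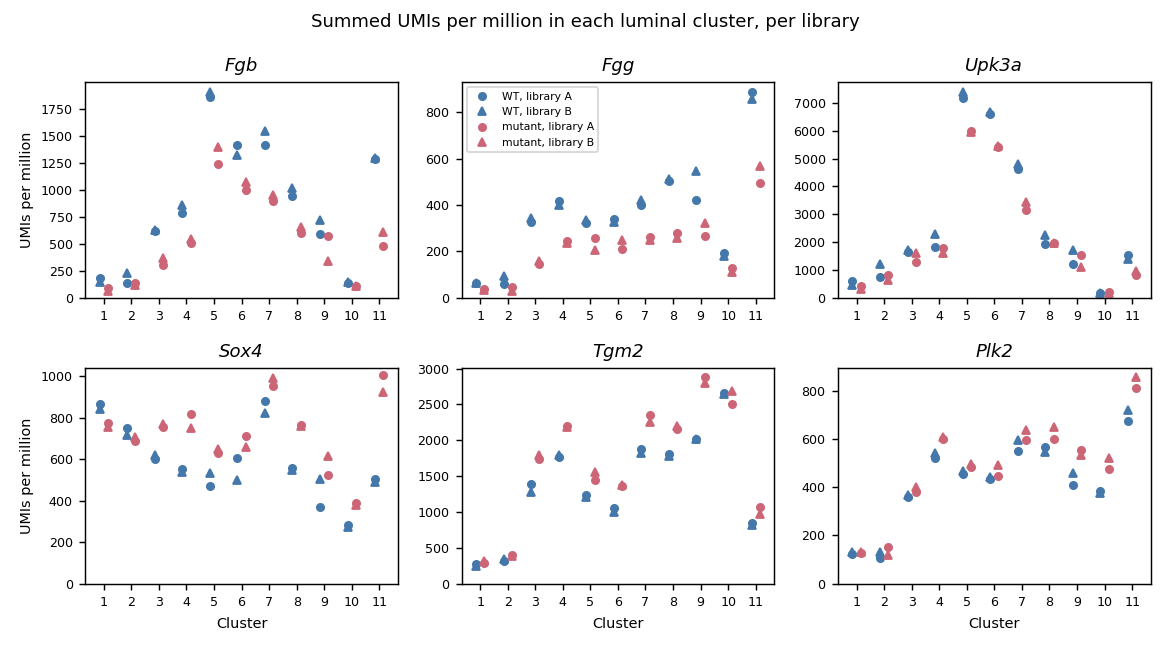
Summed UMIs as CPM (linear axis) of 6 genes in clusters 1 through 11, with 1 point per library. In cluster 11 *Fgb*, *Fgg* and *Upk3a* lie lower and *Sox4*, *Tgm2* and *Plk2* higher in both mutant libraries.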

SOX4 plays a role as a tumor suppressor or oncogene, depending on cellular context.^37^ TGM2 can be localized to both the cytosol and to extracellular spaces, where it mediates the covalent cross‐linking of several proteins. Intracellular TGM2 is thought to play an important role in apoptosis, while extracellular TGM2 is involved in cell adhesion, ECM stabilization, cell proliferation, and motility.^38^ PLK2 is a serine/threonine kinase that may slow mitotic progression in response to stress signaling.^39^

### 2.6 Residual kinase activity of ErbB3 is dispensable for normal development

To study the relevance of the residual kinase activity of ERBB3 *in vivo*, we engineered a mouse capable of conditionally expressing a kinase‐dead *Erbb3* ^*D850N*^ allele under its native promoter (Figure 7 and Figure S1). In this genetically engineered mouse model we replaced the WT exon 21 (Figure 7A) in embryonic stem cells with a targeting vector composed of a *LoxP* flanked cDNA minicassette coding for exon 21‐28, a polyA signal sequence and a transcriptional stop cassette (Figure 7B). The modified wild‐type exon 21 was followed by a copy of *Erbb3* exon 21 encoding the D850N mutation (Figure 7C). Embryonic stem cells with the conditional knock‐in (CKI) allele *Erbb3* ^*CKI‐V943R*^ were created following FLP‐mediated excision of Neo (Figure 7D). To induce whole animal expression of the mutant D850N allele developing *Erbb3* ^*CKI‐D850N/+*^ embryos were treated with the cell‐permeant HTN‐Cre recombinase at E0.5 (Figure 7E). Intercrosses between *Erbb3* ^*CKI‐D850N/+*^; HTN‐Cre mice resulted in viable homozygous *Erbb3* ^*D850N/D850N*^ animals that developed normally. Knock‐in was confirmed by RT‐PCR and sequencing (Figure 7F). Further, conditional activation of D850N expression in mammary glands (*Erbb3* ^*D850N/D850N;MMTV‐Cre*^) did not lead to defects in mammary duct development (Figure 7G). These data together indicate that the residual kinase activity of ERBB3 is dispensable for normal development.

**FIGURE 7:**
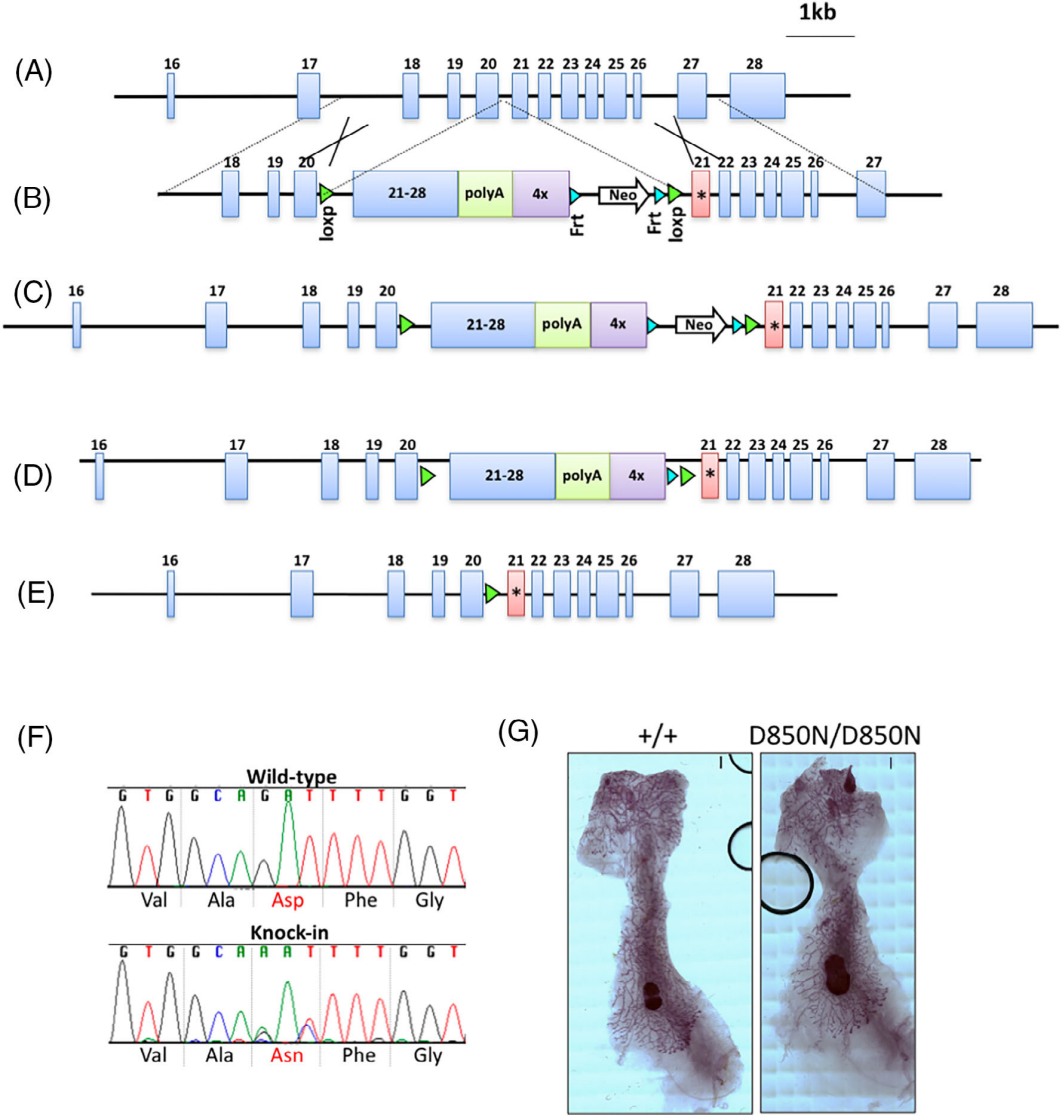
Generation of mice with a conditional knock‐in *Erbb3* ^*D850N*^ allele. A, Genomic region of the *Erbb3* gene. B, Targeting vector used to modify the *Erbb3* locus. Homology arms for targeting of ES cells are indicated. An asterisk marks the location of the D850N mutation. C, Targeted *Erbb3* locus with Neo selection marker present. D, *Erbb3* ^*CKI‐D850N*^ conditional knock‐in allele after FLP‐mediated excision of Neo. E, *Erbb3* ^*D850N*^ knock‐in allele after Cre‐mediated excision of the floxed wildtype *Erbb3* cDNA. F, RT‐PCR validation of mouse genotypes. RNA isolated from wild‐type or *Erbb3* ^*D850N*^ knock‐in ES cells following Cre mediated activation was converted to cDNA and amplified using gene‐specific primers flanking the region of interest confirms the expression of D850N allele. G, Images of representative mammary glands from *Erbb3* ^*+/+;MMTV‐Cre*^ and *Erbb3* ^*D850N/D850N;MMTV‐Cre*^ animals. Scale bar = 1 mm

## 3 DISCUSSION

The ERBB family of receptors plays an important role in developmental and cancer.^4^ Overlapping and distinct phenotypes result from the loss of each ERBB receptor, resulting from differences in amino acid sequences, expression patterns, proteolytic cleavage events, dimer composition, and ligand utilization among the family members. Mice lacking the genes for *Neuregulin‐1* (*Nrg1*), *Erbb2*, *Erbb3*, and *Erbb4* display an overlapping set of defects, with the phenotype resulting from the loss of *Nrg1* encompassing aspects of the other three *Erbb* receptor knockout phenotypes. During development of the heart, for example, critical ERBB‐mediated signals are exchanged between the endocardium and the opposing myocardium around E9.0. The endocardium emits soluble NRG1 protein, while the neighboring myocardial cells express ERBB2 and ERBB4.^40^ NRG binding to ERBB4/4 homodimers or ERBB2/4 heterodimers in the myocardium drives the proliferation of cardiac myocytes, which form finger‐like projections of heart muscle known as trabeculae that are essential for efficient cardiac contraction and embryonic blood circulation. *Nrg1* null mice die mid‐gestation (E10.5) from cardiac failure due to the poor development of these ventricular trabeculae, as well as endocardial cushion defects.^18^, ^41^, ^42^ As expected, given their expression pattern, an identical defect in trabeculae formation is seen in mice null for *Erbb2*,^18^, ^43^, ^44^ and *Erbb4*.^45^

ERBB3 is expressed by the endocardial cushion mesenchyme that separates embryonic atrium and ventricle and later gives rise to the heart valves.^18^ This tissue becomes noticeably thinner in *Erbb3* ^*−/−*^ embryos. As a result, the heart valves fail to completely develop, leading to embryonic death around E13.5. Unlike *Erbb2* or *Erbb4* embryonic knockout, trabeculation is marginally impacted in *Erbb3* ^*−/−*^ embryos, although a slight thinning of the myocardium has been noted.^18^

In this study, we tested the relevance of the “activator” function of ERBB3 by engineering a V943R activator‐function impaired knock‐in mutant mice. Homozygous expression of the mutant V943R allele led to embryonic lethality at E12.0 with heart defects similar to those observed in *Erbb3* ^*−/−*^ embryos.^18^ The ventricular walls were thinner than expected by E10.5, which is consistent with the myocardial thinning reported in *Erbb3* ^−/−^ embryos.^18^ In addition, a marked reduction in the thickness of the endocardial cushion was seen in the *Erbb3* ^*V943R/V943R*^ embryos by E11.5, as would be expected if the cushion mesenchymal cells were less proliferative. These similarities between *Erbb3* ^−/−^ and *Erbb3* ^*V943R/V943R*^ embryos suggest that the V943R point mutation results in a complete loss of ERBB3 receptor function during embryonic heart development. Unlike the *Erbb3* ^−/−^ knock‐out mice where ERBB3 protein is lost, the *Erbb3* ^*V943R/V943R*^ knock‐in preserves the ERBB3 protein, and yet resulted in embryonic lethality. This showed that the activator function of ERBB3 over its scaffolding role is critical for signaling during development. Defects in neural development and other organs such as stomach, pancreas and adrenal gland development have been reported in *Erbb3* ^*−/−*^ null mice.^18^, ^19^ Our study did not examine the *Erbb3* ^*V943R/V943R*^ embryos for these additional defects but focused on ERBB3 activator function in mammary glands as conditional activation of V943R can eventually be used to test the role of ERBB3 in ERBB2‐driven mammary tumorigenesis.

During development and pregnancy, each member of the ERBB family controls facets of mammary gland architecture and function. The ERBB4 receptor is essential for lactation through regulation of STAT5 but is dispensable for duct development despite being detected in the epithelial compartment.^46^, ^47^, ^48^ EGFR is expressed both by epithelial cells within TEBs and by the surrounding stroma, but it is only stromal EGFR that is required for ductal growth during puberty.^49^ ERBB2 and ERBB3 are expressed in the epithelial cells of the developing ductal network of the glands during puberty and are both essential for the development of this compartment. Transplanting *Erbb2‐* or *Erbb3*‐null mammary buds from embryos into cleared or de‐epithelialized^50^ WT recipient mice results in defective ductal outgrowth during puberty,^22^, ^51^ indicating an epithelial‐intrinsic requirement for both receptors. Targeted ablation of *Erbb2* or *Erbb3* by MMTV‐directed Cre‐mediated recombination results in a similar shortened duct phenotype.^23^, ^52^ Detailed cellular analysis shows that loss of *Erbb3* in the mammary epithelium results in disorganized TEBs^23^ with decreased body cell proliferation as measured by Ki67 IHC staining as well as formation of vacuoles between basal and luminal layers. The outcome of knocking in *Erbb3* bearing the V943R mutation in the mammary luminal epithelium is very similar, suggesting ERBB3 functions as a dedicated activator in certain subpopulations of mammary duct epithelial cells.

We used single cell RNA‐sequencing to assess the mRNA expression changes in freshly isolated luminal epithelial cells. A subcluster of ML epithelial cells that comprise ~15% of the total luminal epithelial cell number in the WT sample was reduced by more than 3‐fold (to ~4.9%) in the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ sample. 

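In cluster 11, *Mki67* stood at 1.91 CPM in WT (1.13 to 3.02) and 4.57 in the mutant (2.28 to 8.17), from 18 and 11 UMIs. A *Mki67* UMI was found in 0.594% of the WT cells (0.346% to 0.949%) and 1.34% of the mutant cells (0.616% to 2.53%), or in 0.105% and 0% of cells thinned to the same UMIs.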

Surprisingly, this subcluster was not among the more proliferative subclusters as marked by *Mki67* mRNA expression. Relative to other ML subclusters in the WT sample, this subcluster showed elevated transcript levels of fibrinogens γ and β, suggesting a role in epithelial‐matrix interactions. Moreover, a reduction in transcripts for these genes was observed in the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ background, demonstrating a requirement for ERBB3 receptor signaling function for their production. 

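Within single WT libraries, the log2 ratio of cluster 11 to the other ML cells was 1.31 and 1.26 for *Fgg* and 0.39 and 0.32 for *Fgb*. In both libraries cluster 11 had more *Fgg* than every other ML cluster, and clusters 5, 6 and 7 had more *Fgb* than cluster 11.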

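The lower levels in the mutant were also found outside cluster 11. In the other ML cells *Fgb* fell to 706 CPM in the mutant (log2 change −0.52, −0.54 to −0.50) and *Fgg* to 225 CPM (−0.67, −0.71 to −0.64). In each of the 7 other ML clusters both mutant libraries were below both WT libraries, with log2 changes between −0.68 and −0.35 for *Fgb* and between −0.91 and −0.52 for *Fgg*. *Upk3a* changed by −0.27 (−0.28 to −0.25) in these cells and was lower in both mutant libraries in 4 of the 7 clusters. In LI cells the changes were −0.88 for *Fgb* and −1.14 for *Fgg*, and in LP cells −0.90 and −0.89. The WT level of *Fgb* in LP cells was 0.157 of that in ML cells, so that free RNA may give part of it. From the lower levels of these transcripts in the mutant, the paper concludes that the signaling function of the ERBB3 receptor is required for the production of fibrinogens.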

Fibrinogen is one of many extracellular matrix (ECM) molecules such as collagen, elastin, and laminin that facilitate both normal and cancer cell migration, and regulate intercellular communication through growth factor sequestration.^53^ Fibrinogen expression has been observed in alveolar epithelial cells,^54^ the human breast cancer line MCF‐7,^53^ and several carcinomas,^55^, ^56^ and has also been documented at the tumor‐host cell interface.^57^ The reduction in the fibrinogen‐expressing luminal cell subpopulation in the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mice, combined with the reduction in transcript levels per cell as seen in the differential expression analysis, could be indicative of a substantial change in ECM composition within the *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mammary gland, which may influence duct elongation rates.

Another transcript expressed by the V943R‐dependent luminal subcluster encoded uroplakin UPK3A. Uroplakins are single‐pass transmembrane proteins abundant in the urinary bladder epithelium, or uroepithelium, where they form structures in the outer leaflet of the cell membrane. These structures decrease cell permeability to ions, substances found in urine, and bacteria.^58^ More recently, UPK3A was determined to be a marker of rare, specialized club cells (U‐CCs) in the lung epithelium that regenerate airways in response to damaging agents such as naphthalene.^36^ Whether the cells expressing *Upk3a* in the mammary duct epithelium have a similar regenerative potential remains an intriguing question.

How ERBB3 is integrated with the complex hormone‐ and growth factor‐driven morphogenetic programs of the mammary gland remains an open question. Numerous autocrine and paracrine signaling loops among epithelial cells, as well as reciprocal stromal‐epithelial interactions, play a critical role in development of the glands. Factors such as insulin‐like growth factor 1 (IGF1), hepatocyte growth factor (HGF), epidermal growth factor (EGF), and fibroblast growth factor (FGF) induce cell proliferation, survival, and branching.^59^ The ECM also has an important role to play by providing a substrate for cell adhesion and migration, facilitating mechanosensing, promoting angiogenesis, and sequestering growth factors.^53^, ^60^ Insights from ERBB3's role during mammary development can have implications for our understanding of tumor biology in the context of ERBB2/ERBB3 oncogenic mutation and/or amplification. It is important to remember that while *Erbb3* ^*V943R*^ shares many aspects of the reported *Erbb3‐KO* phenotype, subtle differences may exist that could indicate additional scaffolding functions for the ERBB3 receptor.

Unlike *Erbb3* ^*V943R/V943R*^ mice, we found that mice bearing D850N mutation (*Erbb3* ^*D850N/D850N*^) in the canonical “DFG” motif of the ERBB3 kinase domain, that is expected to abolish any residual kinase activity developed normally. Consistent with our findings, a recent study reported normal development of a kinase‐dead ERBB3 K740M variant knock‐in mouse.^61^ These findings, together with the functional defects observed for the ERBB3 V943R mutant, indicate that ERBB3 primarily functions as an allosteric activator during tissue morphogenesis, and that its reported weak kinase activity are dispensable for its key physiological function. Our *Erbb3* ^*CKI‐V943R*^ mice will be an important tool to test and clarify the relevance of ERBB3 in ERBB2 driven tumorigenesis and drug targeting.

## 4 MATERIALS AND METHODS

### 4.1 Plasmids and antibodies

Human ERBB2 bearing an N‐terminal herpes simplex glycoprotein D (gD) tag was expressed using the pLPCX retroviral vector (Clontech). N‐terminally Flag‐tagged wild‐type and mutant ERBB3 were expressed using retroviral vector pRetro‐IRES‐GFP.^31^ Antibodies recognizing pERBB2 (Y1221/22) (Cat No. 2249), pERK1/2 (Cat No. 9101), total ERK (Cat No. 4696), ERBB2 (Cat No. 2242) and β‐Actin (Cat No. 4967) were obtained from Cell Signaling Technology.

### 4.2 Ba/F3 assays

Ba/F3 pro‐B cells (DSMZ, Germany) were washed with PBS and resuspended in media (RPMI +10% FBS) without IL‐3, then plated at 10 000 cells/well in 96‐well plates. On day 0 and day 4 cell viability was measured using Cell Titer‐Glo Luminescence Cell Viability kit (Promega) and plates were read on a Synergy 2 luminescence plate reader (Biotek Instruments). The luminescence reading on day 4 divided by the reading on day 0 was used to express relative cell survival.

### 4.3 Generation of Erbb3 V943R conditional (inducible) knock‐in mice

Mice carrying the *Erbb3* ^*CKI‐V943R*^ allele were generated using C57BL/6N ES cells as previously described.^62^ Fertilized, one‐celled embryos (zygotes) were microinjected on E0.5. Briefly, the *Erbb3* ^*CKI‐V943R*^ allele was obtained by inserting a cassette containing a *LoxP*, wild‐type *Erbb3* cDNA (exons 23‐28), a human growth hormone 3′UTR followed by a 4x polyadenylation (polyA) signal, an *FRT‐Neo* ^*R*^ *‐FRT* selection marker and a second *LoxP*, into the *Erbb3* locus 178 bp 5′ of a mutated exon 23 encoding the V943R (GTC to AGG) change. The *Neo* ^*R*^ cassette was excised in ES cells using adeno‐FLP prior to microinjection. *Erbb3* ^*CKI‐V943R/+*^ mice were maintained on a C57BL/6N genetic background. A constitutive *Erbb3* ^*V943R*^ knock‐in allele was generated by treating *Erbb3* ^*CKI‐V943R/+*^ heterozygous zygotes with His‐tagged, nuclear localization signal (NLS)‐bearing TAT‐Cre recombinase (HTN‐Cre), essentially as described.^63^ Mammary tissue‐specific *Erbb3* ^*V943R*^ knock‐in was achieved by intercrossing mice carrying *Erbb3* ^*CKI‐V943R*^ and *MMTV‐Cre* alleles. Knock‐in was confirmed by RT‐PCR and sequencing. Briefly, RNA was extracted from kidney in the case of *Erbb3* ^*V943R/+*^ mice, or from purified mammary epithelial cells in the case of *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mice using an RNeasy Kit (Qiagen). cDNA was synthesized by cDNA Reverse Transcription kit (Stratagene), and PCR‐amplified with the following primers: 5′‐TGCAGCTTGTCACTCAGTACTTGCCTCTG‐3′ and 5′‐TGGTGCTCAGAGCAGATGGCTCTGCTG‐3′. The PCR product was purified by QIAquick PCR Purification Kit (Qiagen) and sequenced using primer 5′‐ATGGTGCATAGGGACCTTG‐3′.

### 4.4 Generation of Erbb3 D850N conditional (inducible) knock‐in mice

Using the same strategy as done with V943R knock‐in mice we also generated mice bearing a D850N mutation in the canonical DFG motif of the ERBB3 kinase domain. The D850N mutation is expected to abolish any residual kinase activity in the pseudokinase domain of ERBB3.^11^, ^12^, ^64^ The expression of D850N allele was confirmed (Figure 7F) following HTN‐Cre‐mediated activation in ES cells using PCR. Primers used were same as those used to confirm V943R allele, except that we used 5′‐TCTCGTCAATCATCCAACAC‐3′ and 5′‐GACCATGACCATGTAGACGTC‐3′ for sequencing. We activated the expression of *Erbb3* D850N allele both during embryonic development (*Erbb3* ^*D850N/D850N*^) and in developing mammary glands using the *MMTV‐Cre* driver (*Erbb3* ^*D850N/D850N;MMTV‐Cre*^).

### 4.5 Embryonic phenotyping

Embryonic mice with the genotype *Erbb3* ^*V943R/V943R*^ (C57BL/6N genetic background, mouse strain designation 008423) as well as developmental age‐matched *Erbb3* ^*V943R/+*^ controls were harvested at E10.5, E11.5, E12.5, and E13.5, where the morning on which a copulation plug was observed was designated as E0.5. The mating period was overnight for conventional matings but limited to a 2 hours window at the end of the dark period for timed mattings. Embryos were fixed in neutral buffered 10% formalin, processed conventionally into paraffin, and sectioned serially in the sagittal orientation at 4 μm. For each embryo, every 10th section was stained with hematoxylin and eosin and assessed histopathologically.

### 4.6 Mammary gland carmine staining

Abdominal mammary glands were mounted onto glass slides, briefly dried, and then fixed overnight in Carnoy's fixative (60% ethanol, 30% cholorform, 10% glacial acetic acid). Glands were gradually rehydrated over the course of a day and then stained overnight in carmine alum solution (Stem Cell Technologies). Glands were destained in 50% ethanol, 0.25 N HCl for 4 hours or until sufficient contrast between the epithelium and fat pad was observed. Samples were then dehydrated for at least one hour each in 70%, 95%, and 100% ethanol before clearing in HistoClear solution (National Diagnostics) overnight.

### 4.7 Mammary gland morphological analysis

Whole mounts were imaged as a collection of tiled images using a 4× objective on a Nikon Ti‐E microscope with Fi1 color camera (Nikon Instruments). To get the entire duct network in focus, five focal planes were captured and compiled into a 2D image using Extended Depth of Focus software (Nikon Instruments). To quantify total duct elongation the length from the center of the lymph node to the furthest end of the ducts along the main axis of the gland was measured using Nikon Elements software (Nikon Instruments). Color images were converted into greyscale images by removing 2 color channels and inverting to create a monochrome image in Imaris software (Bitplane). Percent area and branching measurements were made by creating a binary mask of the ducts using the Surfaces function in Imaris and applying a gaussian filter. The resulting images were imported into ImageJ, skeletonized, and then analyzed using the Analyze Skeleton 2D/3D plugin (ImageJ).

### 4.8 Processing and imaging of whole mount mammary glands

Mice were injected intraperitoneally with 100 mg/kg of ethynyldeoxyuridine (EdU) to label proliferating cells. Animals were deeply anesthetized using isoflurane and perfused with PBS containing heparin followed by tissue fixation using 4% paraformaldehyde (PFA), as described previously.^65^ The tissue was harvested and subjected to immunolabeling using a previously published staining protocol that avoided methanol treatment steps.^66^ Antibodies to smooth muscle actin (SMA) and keratin‐8 (KRT8) were used. EdU^+^ TEBs were identified by AF647 labeling using the Click‐IT Plus kit (Thermo Fisher Scientific). Glands were cleared using the FluoClearBABB method,^67^ and high‐resolution 3‐dimensional images acquired using a Leica SP8 microscope equipped with a white light laser and Leica BABB immersion lenses (HCX PL FLUOTAR 5×/0.15 IMM lens for low‐resolution and HCX APO L 20×/0.95 IMM lens for high resolution images). Imaging data was analyzed on a power workstation using Imaris software (Bitplane).

### 4.9 Flow cytometry

Ba/F3 cells stably expressing empty vector or expression vectors for ERBB2 and ERBB3 were stained with PE‐conjugated antibodies targeting each receptor (BD Biosciences) for 20 minutes in the presence of a human FcR‐blocking reagent (Miltenyi), washed, and then read on a FACS Calibur (BD Biosciences). For mammary gland analysis, pairs of abdominal mammary glands from 6‐week old mice were digested overnight in gentle collagenase (Stem Cell Technologies) per manufacturer's instructions, followed by digestion with trypsin and DNAse I. Cells were stained with an antibody cocktail containing propidium iodide, anti‐mouse CD16/CD32 (clone 2.4G2, BD Biosciences), anti‐CD24 (BD Biosciences), and anti‐CD45, ‐CD31, ‐Ter119, ‐CD29, ‐CD49f, and ‐EpCAM (BioLegend).

### 4.10 Single cell isolation, sequencing, and analysis

The thoracic and abdominal mammary glands from 6‐week old *Erbb3* ^*+/+;MMTV‐Cre*^ or *Erbb3* ^*V943R/V943R;MMTV‐Cre*^ mice (N = 3 per group) were pooled, minced, and collagenase‐digested (Stem Cell Technologies) with constant agitation for 1 hour. The samples were further dissociated using an AutoMACS, followed by treatment with Trypsin‐EDTA and DNAse I (StemCell Technologies) according to the manufacturer's recommendations. Epithelial populations were enriched using the EasySep mouse epithelial cell enrichment kit II (StemCell Technologies), and then FACS sorted for luminal epithelial populations as shown in Figure S5. Post‐sorting, the density and viability of the single‐cell suspensions was determined by Vi‐CELL XR cell counter (Beckman Coulter), and the cell density was then used to impute the volume of single cell suspension needed in the reverse transcription master mix, aiming to achieve ~6000 cells per sample. The single‐cell suspension was then processed for single‐cell RNA‐seq analysis using the Chromium Single Cell 3′ Library and Gel Bead Kit v2 (10× Genomics). cDNAs and libraries were prepared as described per the manufacturer's instructions (10× Genomics). Libraries were profiled by Bioanalyzer High Sensitivity DNA Kit (Agilent Technologies) and quantified using the Kapa Library Quantification Kit (Kapa Biosystems). Each library was sequenced in one lane of HiSeq4000 (Illumina) following the manufacturer's sequencing specification (10× Genomics). Data was analyzed using the Partek Flow program (Partek) with a Seurat setting of 0.6.

### 4.11 Animal studies

All animal studies were conducted under protocols approved in advance by Genentech's Institutional Animal Care and Use Committee (IACUC) guidelines. Animals were housed in filter‐capped polycarbonate cages (6 per cage for adults, singly for dams with offspring), fed pelleted chow and purified water ad libitum, and were maintained at constant environmental conditions (12 hr light‐dark cycle, 22 ± 2°C).

### 4.12 Statistical analyses

Prism (GraphPad Software) was used for statistical analyses. The number of biological replicates is denoted by the sample number (N). The Student's *t* test was used for the evaluation of significance as specified in the figure legends. n.s. = not significant (*P* > .05), *P < .05, **P < .01, ***P < .001.

## AUTHOR CONTRIBUTIONS

**Somasekar Seshagiri:** Conceptualization; formal analysis; investigation; methodology; project administration; supervision; writing‐original draft; writing‐review and editing. **Kate Senger:** Formal analysis; investigation; methodology; writing‐review and editing. **Wenlin Yuan:** Investigation. **Meredith Sagolla:** Investigation. **Jonas Doerr:** Investigation. **Brad Bolon:** Investigation. **James Ziai:** Investigation. **Kai‐Hui Sun:** Investigation. **Soren Warming:** Investigation. **Merone Roose‐Girma:** Investigation. **Na Zhang:** Investigation. **Lucinda Tam:** Investigation. **Robert Newman:** Investigation. **Subhra Chaudhuri:** Investigation. **Aju Antony:** Investigation. **Leonard Goldstein:** Investigation. **Steffen Durinck:** Investigation. **Bijay Jaiswal:** Investigation. **Daniel Lafkas:** Investigation. **Zora Modrusan:** Investigation.

## CONFLICT OF INTEREST

The authors from Genentech hold company shares/options.

### DATA AVAILABILITY STATEMENT

Expression data has been submitted to Gene Expression Omnibus under accession # GSE146437.

### PEER REVIEW

The peer review history for this article is available at https://publons.com/publon/10.1002/ggn2.10036.

## Supporting information

**Appendix** **S1**: Supporting information Click here for additional data file.

**Appendix** **S2**: Supporting information Click here for additional data file.

# Supplementary material for: Embryonic lethality and defective mammary gland development of activator‐function impaired conditional knock‐in Erbb3 V943R mice
**Source:** Adv Genet (Hoboken). 2020 Dec 5;2(1):e10036. doi: 10.1002/ggn2.10036
**Supplement:** Supplementary file 1 — Appendix S1: Supporting information

**Table S1.** Expected and observed genotypes of live offspring following systemic expression of ERBB3 V943R (*ErbB3*<sup>V943R/V943R</sup>).

| Genotype of live offspring<br>( <i>ErbB3</i> <sup>CKI-V943R/+</sup> ; HTN-Cre x <i>ErbB3</i> <sup>CKI-V943R/+</sup> ; HTN-Cre) |                                       |                |                |
|--------------------------------------------------------------------------------------------------------------------------------|---------------------------------------|----------------|----------------|
| <i>ErbB3</i>                                                                                                                   | Observed<br>Number of<br>Pups (n=211) | Observed Ratio | Expected Ratio |
| +/+                                                                                                                            | 80                                    | 38%            | 25%            |
| V943R/+                                                                                                                        | 131                                   | 62%            | 50%            |
| V943R/V943R                                                                                                                    | 0                                     | 0%             | 25%            |

**Table S2.** Expected and observed genotypes of live offspring following mammary-specific expression of ERBB3 V943R (*ErbB3*<sup>V943R/V943R;MMTV-Cre</sup>).

| Genotype of live offspring<br>( <i>ErbB3</i> <sup>CKI-V943R/+</sup> x <i>ErbB3</i> <sup>CKI-V943R/+</sup> ;MMTV-Cre) |                 |                                       |                |                |
|----------------------------------------------------------------------------------------------------------------------|-----------------|---------------------------------------|----------------|----------------|
| <i>ErbB3</i>                                                                                                         | <i>MMTV-Cre</i> | Observed<br>Number of<br>Pups (n=420) | Observed Ratio | Expected Ratio |
| +/+                                                                                                                  | pos             | 68                                    | 16.2%          | 12.5%          |
| +/+                                                                                                                  | neg             | 48                                    | 11.4%          | 12.5%          |
| V943R/+                                                                                                              | pos             | 128                                   | 30.5%          | 25%            |
| V943R/+                                                                                                              | neg             | 98                                    | 23.3%          | 25%            |
| V943R/V943R                                                                                                          | pos             | 48                                    | 11.4%          | 12.5%          |
| V943R/V943R                                                                                                          | neg             | 30                                    | 7.1%           | 12.5%          |

|         |                 |              |            |                  |                        |                  |      |         |            |           |          |           |      |
|---------|-----------------|--------------|------------|------------------|------------------------|------------------|------|---------|------------|-----------|----------|-----------|------|
|         |                 | P-loop       |            |                  |                        |                  |      |         |            |           |          |           |      |
| h-ERBB3 | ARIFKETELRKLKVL | GSGVFG       | TVHKG      | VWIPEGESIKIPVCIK | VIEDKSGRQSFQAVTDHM     | 760              |      |         |            |           |          |           |      |
| m-ERBB3 | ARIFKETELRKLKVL | GSGVFG       | TVHKG      | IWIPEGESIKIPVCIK | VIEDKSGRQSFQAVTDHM     | 758              |      |         |            |           |          |           |      |
| h-ERBB4 | LRILKETELKRKVL  | GSGAFG       | TVYKG      | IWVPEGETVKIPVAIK | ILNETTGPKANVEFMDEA     | 769              |      |         |            |           |          |           |      |
| h-EGFR  | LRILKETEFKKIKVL | GSGAFG       | TVYKG      | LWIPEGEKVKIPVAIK | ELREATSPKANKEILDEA     | 763              |      |         |            |           |          |           |      |
| h-ERBB2 | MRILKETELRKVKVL | GSGAFG       | TVYKG      | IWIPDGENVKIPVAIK | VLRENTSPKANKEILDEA     | 771              |      |         |            |           |          |           |      |
|         |                 | GxGxxG       |            | VAIK             |                        |                  |      |         |            |           |          |           |      |
| h-ERBB3 | LAIGSLDHAHIVRL  | LGLCPGSSQLV  | TQYLP      | PLGSLLDHVR       | QHRGALGPQ              | LLLNWGVQIAK      | 820  |         |            |           |          |           |      |
| m-ERBB3 | LAVGSLDHAHIVRL  | LGLCPGSSQLV  | TQYLP      | PLGSLLDHVR       | QHRETLGPQ              | LLLNWGVQIAK      | 818  |         |            |           |          |           |      |
| h-ERBB4 | LIMASMDPHLVRL   | LGVCLSP      | TIQLV      | TQLMPHGCLLEY     | VVEHKDNIGS             | QLLLNWCVQIAK     | 829  |         |            |           |          |           |      |
| h-EGFR  | YVMASVDNPHVCRL  | LGLICTSTV    | QLITQ      | LMPFGCLLDY       | VREHKDNIGS             | QYLLNWCVQIAK     | 823  |         |            |           |          |           |      |
| h-ERBB2 | YVMAGVGSPYVSR   | LGLICTSTV    | QLVTQ      | LMPYGCLLDH       | VRENRRGLGS             | QDLLNWCMIQIAK    | 831  |         |            |           |          |           |      |
|         |                 |              |            | D850N            |                        |                  |      |         |            |           |          |           |      |
|         |                 |              |            |                  | <u>activation loop</u> |                  |      |         |            |           |          |           |      |
| h-ERBB3 | GMYYLEEHGMV     | HRNLAARNVLLK | SPSQVQVAD  | DFG              | VADLLPDDKQ             | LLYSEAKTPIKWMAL  | 880  |         |            |           |          |           |      |
| m-ERBB3 | GMYYLEEHSMV     | HRDLALRNVMLK | SPSQVQVAD  | DFG              | VADLLPDDKQ             | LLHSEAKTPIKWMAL  | 878  |         |            |           |          |           |      |
| h-ERBB4 | GMMYLEERRLV     | HRDLAARNVLVK | SPNHVKITD  | DFGL             | ARLLEGDEKEY            | NADGGKMPIKWMAL   | 889  |         |            |           |          |           |      |
| h-EGFR  | GMNYLEDRLV      | HRDLAARNVLVK | TPQHVKITD  | DFGL             | AKLLGAEKEY             | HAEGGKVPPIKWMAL  | 883  |         |            |           |          |           |      |
| h-ERBB2 | GMSYLEDVRLV     | HRDLAARNVLVK | SPNHVKITD  | DFGL             | ARLLDIDET              | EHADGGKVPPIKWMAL | 891  |         |            |           |          |           |      |
|         |                 | HRD          |            | DFG              |                        |                  |      |         |            |           |          |           |      |
| h-ERBB3 | ESIHF           | GKYTHQSDVWSY | GVTVWELMTF | GAE              | PYAGLR                 | LA               | EV   | PD      | LLEKGERLA  | QP        | QICTIDV  | 940       |      |
| m-ERBB3 | ESIHF           | GKYTHQSDVWSY | GVTVWELMTF | GAE              | PYAGLR                 | LA               | E    | IP      | DLLEKGERLA | QP        | QICTIDV  | 938       |      |
| h-ERBB4 | ECIHYR          | KFTHQSDVWSY  | GVTVWELMTF | G                | GKPYDGI                | P                | TREI | P       | DLLEKGERLP | Q         | PPICTIDV | 949       |      |
| h-EGFR  | ESILHRI         | YTHQSDVWSY   | GVTVWELMTF | G                | SKPYDGI                | P                | ASEI | S       | ILEKGERLP  | Q         | PPICTIDV | 943       |      |
| h-ERBB2 | ESILRRR         | FTHQSDVWSY   | GVTVWELMTF | G                | AKPYDGI                | P                | AREI | P       | DLLEKGERLP | Q         | PPICTIDV | 951       |      |
|         |                 | V943R        |            |                  |                        |                  |      |         |            |           |          |           |      |
|         |                 |              |            |                  |                        |                  |      |         |            |           |          |           |      |
| h-ERBB3 | YMVMV           | KCWMIDENIR   | PTFKELAN   | E                | FTRMAR                 | D                | P    | PRYLVIK | -----      |           | 979      |           |      |
| m-ERBB3 | YMVMV           | KCWMIDENIR   | PTFKELAN   | E                | FTRMAR                 | D                | P    | PRYLVIK | -----      |           | 997      |           |      |
| h-ERBB4 | YMVMV           | KCWMIDADS    | RPKFELAA   | E                | FSRMAR                 | D                | P    | QRYLVI  | QGGDRMKLP  | SPNDSKFFQ | NLLD     | 1009      |      |
| h-EGFR  | YMIMV           | KCWMIDADS    | RPKFR      | ELIIE            | FSKMAR                 | D                | P    | QRYLVI  | QGDERMHLP  | SP        | TD       | SNFYRALMD | 1003 |
| h-ERBB2 | YMIMV           | KCWMIDSE     | CRPRFREL   | VSE              | FSRMAR                 | D                | P    | QRFVVIQ | -----      |           | 990      |           |      |
| h-ERBB3 | -----           |              |            |                  |                        |                  |      |         |            |           |          |           |      |
| m-ERBB3 | -----           |              |            |                  |                        |                  |      |         |            |           |          |           |      |
| h-ERBB4 | EE-----         |              |            |                  |                        |                  |      |         |            |           | 1011     |           |      |
| h-EGFR  | EEDMDDV         | VDAEY        |            |                  |                        |                  |      |         |            |           | 1016     |           |      |
| h-ERBB2 | -----           |              |            |                  |                        |                  |      |         |            |           |          |           |      |

**Figure S1.** Multiple sequence alignment of ERBB receptor kinase domains. Conserved elements are shaded in grey and mutated sites are highlighted in yellow. Protein sequences used in the alignment are as follow: h-ERBB3 NP\_001973: 701..979, m-ERBB3 NP\_034283: 699 ..977; h-ERBB4 NP\_005226: 710..1012, h-EGFR NP\_005219: 704-1016, and h-ERBB2 NP\_004439: 712..990.

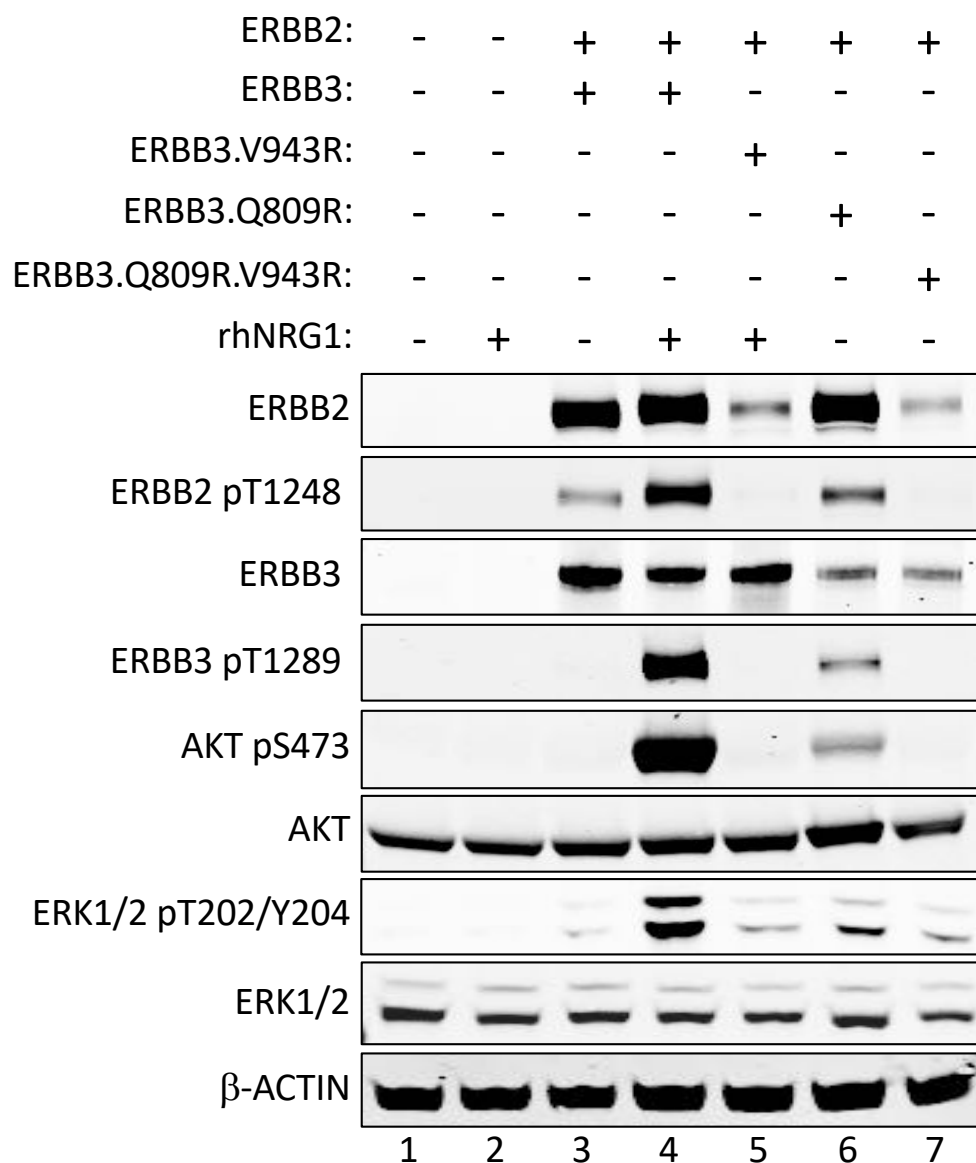

**Figure S2.** Western blots of canonical ERBB2/ERBB3 receptor signaling readouts. Ba/F3 stable lines were deprived of IL-3 overnight and either left untreated or given rhNRG1 at 100 ng/ml for 15 min prior to lysis.

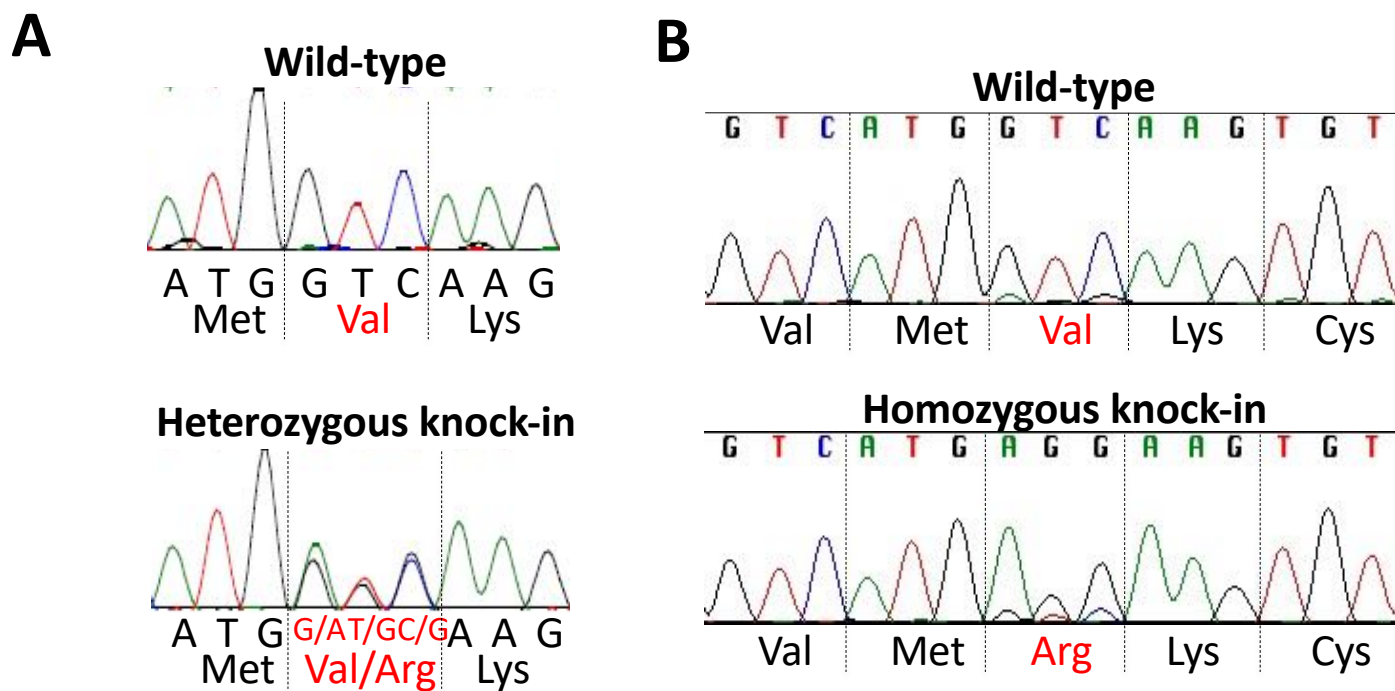

**Figure S3.** RT-PCR validation of mouse genotypes. A) RNA was extracted for cDNA synthesis from wild-type or heterozygous *ErbB3*<sup>V943R/+</sup> knock-in embryos. Gene-specific primers flanking the region of interest were used to amplify and sequence the mutation. B) Similar to (A), using epithelial cells isolated from collagenase-digested mammary glands from 6-week old *ErbB3*<sup>V943R/V943R;MMTV-Cre</sup> female mice.

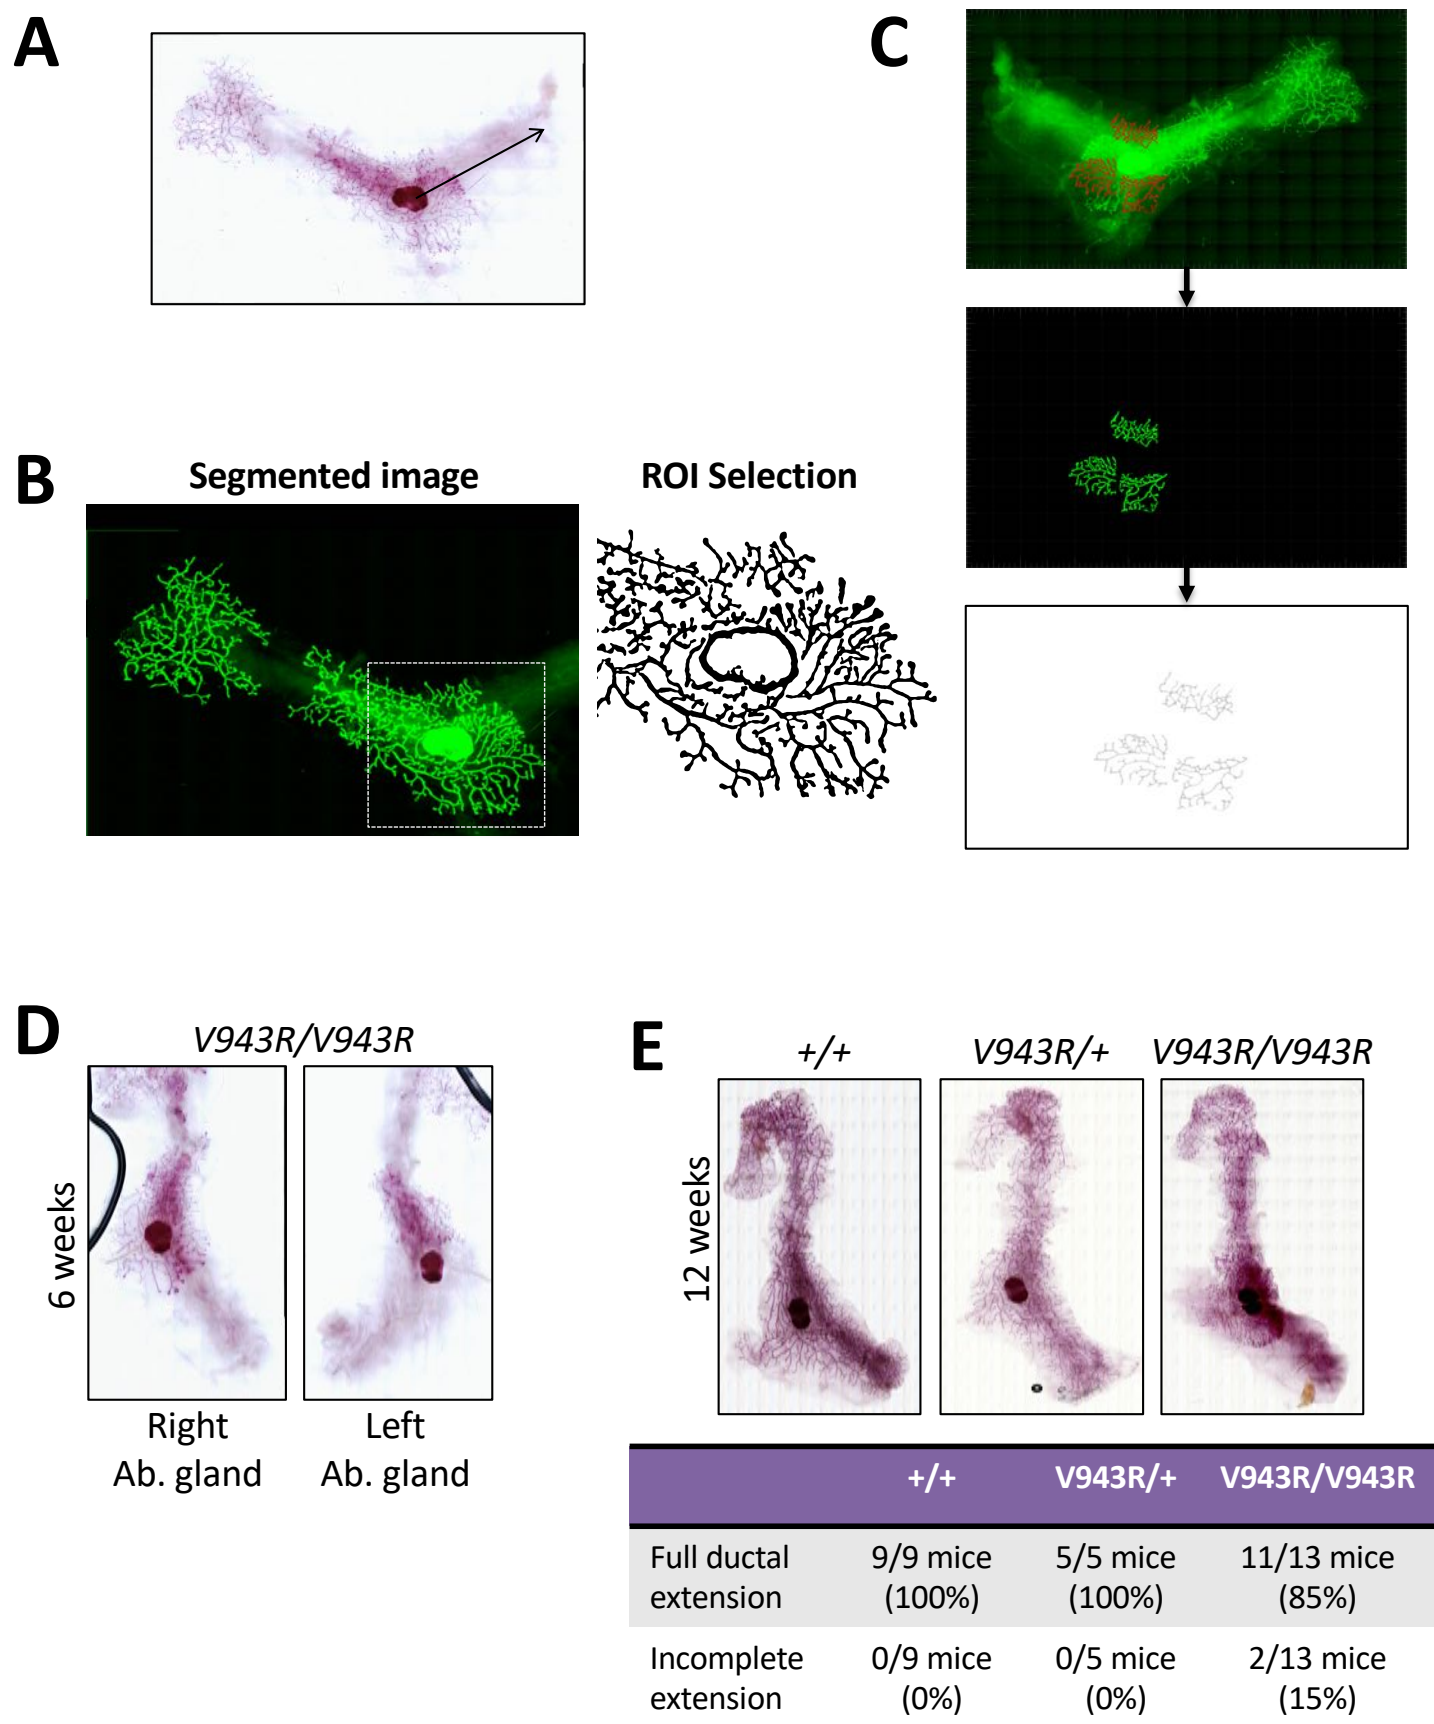

**Figure S4.**

**Figure S4.** Analysis of mammary gland ductal properties in *ErbB3*<sup>V943R/V943R;MMTV-Cre</sup> mice. A) Carmine-stained mammary gland whole mounts were imaged as a collection of tiled images using a 4X objective on a Nikon Ti-E microscope with Fi1 color camera (Nikon Instruments). B) Color images were converted into binary greyscale images by removing color channels and inverting the image to create a monochrome image. The Surfaces function was used to generate the binary mask of the ducts and copied to a new channel. This image was exported to FIJI where a large ROI centered over the lymph node was created and the percent area of the ROI containing the mask was measured. C) To quantify the duct branching 3 identical ROIs were selected from the area surrounding the lymph node of each gland. The Surfaces function was used to generate the binary mask of the ducts contained within each ROI. A gaussian filter was applied to smooth the resulting mask and facilitate skeletonization. The resulting binary image was exported to FIJI and the Skeletonize and Analyze Skeleton 2D/3D functions were used to generate branching statistics. D) Carmine-stained abdominal glands from the same mouse showing different extents of duct elongation. E) Carmine-stained abdominal glands from 12-week old *ErbB3*<sup>V943R/V943R;MMTV-Cre</sup> mice. The number and percentage of mice of the indicated genotypes that present an elongation defect is shown. Of the two V943R/V943R mice that showed an elongation defect, a representative image is shown.

**A**

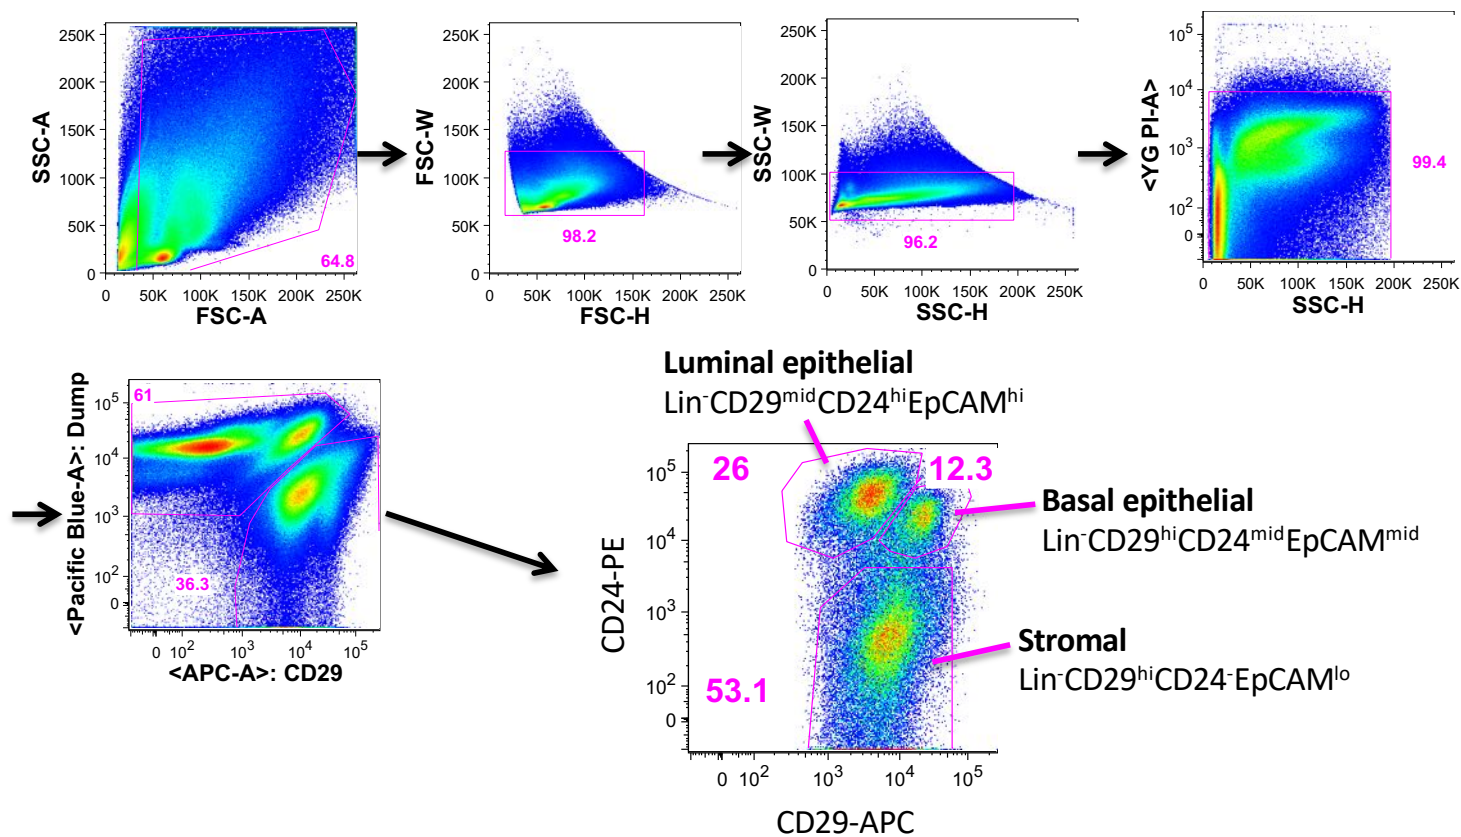

**B**

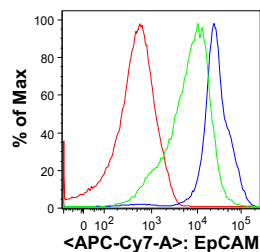

|  | Gate    | %    |
|--|---------|------|
|  | Basal   | 11.7 |
|  | Luminal | 31.3 |
|  | Stromal | 47.5 |

**C**

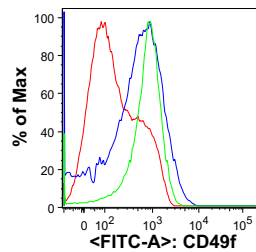

|  | Gate    | %    |
|--|---------|------|
|  | Basal   | 11.7 |
|  | Luminal | 31.3 |
|  | Stromal | 47.5 |

**D**

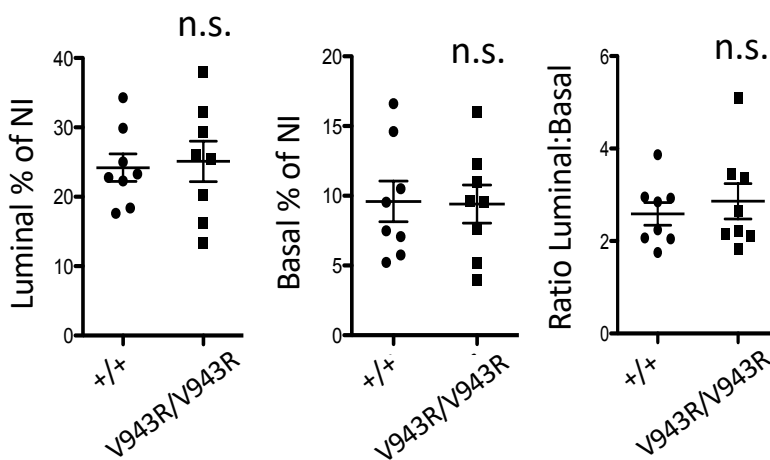

**Figure S5**

**Figure S5.** FACS analysis of mammary gland cell populations in *Erbb3*<sup>V943R/V943R;MMTV-Cre</sup> mice. A) Gating strategy for measuring cell populations in 6-week old mammary glands by flow cytometry. B) Relative EpCAM expression by the final gated populations shown in (A). C) Relative CD49f expression by the final gated populations shown in (A). D) Abdominal mammary glands from 6-week old *Erbb3*<sup>+/+;MMTV-Cre</sup> (N=8) and *Erbb3*<sup>V943R/V943R;MMTV-Cre</sup> (N=8) mice were dissociated with collagenase overnight prior to labeling with an antibody cocktail and analyzed by flow cytometry. Graphs indicate the percentage of Lin-CD29<sup>+</sup> cells that are luminal epithelial (Lin<sup>-</sup>CD29<sup>mid</sup>CD24<sup>hi</sup>EpCAM<sup>hi</sup>) or basal epithelial (Lin<sup>-</sup>CD29<sup>hi</sup>CD24<sup>mid</sup>EpCAM<sup>mid</sup>), as well as the ratio of luminal to basal cells (n.s. = not significant).

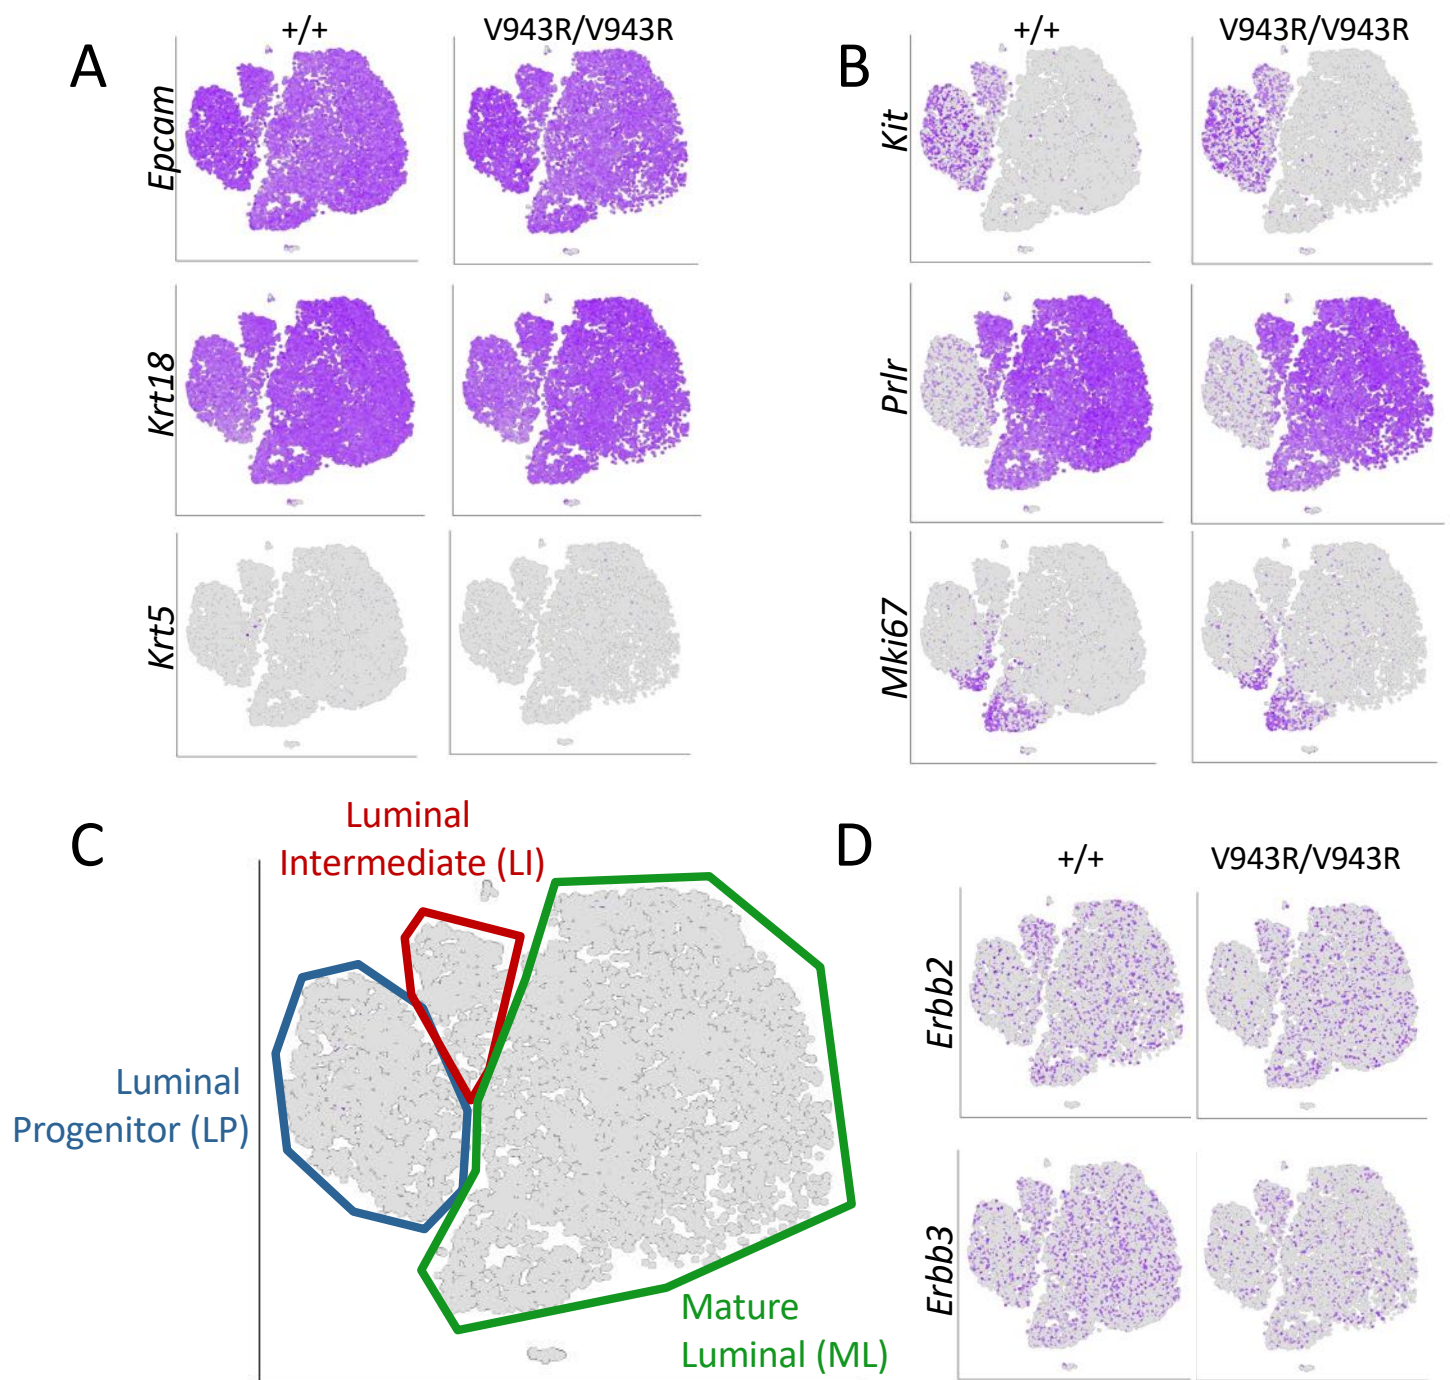

**Figure S6.** Validation and classification of major luminal epithelial subsets within the single cell dataset. A) Comparison of *Epcam* (pan-epithelial marker), *Krt18* (luminal marker), and *Krt5* (basal marker) mRNA expression. B) Comparison of luminal intermediate markers *Kit* and *Prlr*, as well as proliferation marker *Mki67*. C) Based upon (A) and (B), three major subpopulations are identified. D) Expression of *Erbb2* and *Erbb3*.

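Figure S6 maps known marker genes onto the cells of the single cell data. In such maps a cell with no UMI of a gene may still express it, since only part of the mRNA molecules of a cell are captured, and a cell with a UMI may have taken it up as free RNA.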

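By library, *Epcam* stood at 1785 and 1826 CPM in WT and 1631 and 1731 in the mutant. *Krt18* stood at 8526 and 8546 in WT and 8808 and 8771 in the mutant, and *Krt5* at 1.06 and 1.39 in WT and 1.40 and 1.11 in the mutant.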

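Over both genotypes, *Kit* stood at 266 CPM in cluster 1, 158 in cluster 2 and 95.6 in cluster 3, and at between 2.25 and 4.51 in clusters 4 through 11. *Prlr* stood at 232 and 311 in clusters 1 and 2, at 1613 in cluster 3, and at between 1113 and 2686 in clusters 4 through 11. *Mki67* was highest in clusters 2, 6 and 5, in this order.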

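By library, LP cells made up 16.8% and 17.4% of the cells in WT and 22.1% and 23.1% in the mutant. LI cells made up 6.33% and 5.93% in WT and 7.20% and 6.60% in the mutant, and ML cells 76.4% and 75.8% in WT and 69.8% and 69.5% in the mutant.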

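*Erbb2* stood at 35.2, 47.2 and 41.6 CPM in the WT LP, LI and ML cells, and at 36.3, 49.9 and 41.0 in those of the mutant. *Erbb3* stood at 67.3, 71.5 and 60.2 CPM in the same WT classes and at 36.8, 38.4 and 27.9 in the mutant. Within classes, the log2 change of *Erbb3* was −0.87 in LP cells, −0.90 in LI cells, −1.11 in ML cells outside cluster 11 and −0.85 in cluster 11. For *Erbb2*, the 95% interval of the log2 change included no difference in each of these groups of cells.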

# Supplementary material for: Embryonic lethality and defective mammary gland development of activator‐function impaired conditional knock‐in Erbb3 V943R mice
**Source:** Adv Genet (Hoboken). 2020 Dec 5;2(1):e10036. doi: 10.1002/ggn2.10036
**Supplement:** Supplementary file 2 — Appendix S2: Supporting information

## Embryonic lethality and defective mammary gland development of activator-function impaired conditional knock-in *ErbB3*<sup>V943R</sup> mice

Kate Senger, Wenlin Yuan, Meredith Sagolla, Jonas Doerr, Brad Bolo, James Ziai, Kai-Hui Sun, Soren Warming, Merone Roose-Girma, Na Zhang, Lucinda Tam, Robert J. Newman, Subhra Chaudhuri, Aju Antony, Leonard D. Goldstein, Steffen Durinck, Bijay S. Jaiswal, Daniel Lafkas, Zora Modrusan, Somasekar Seshagiri\*

\*Corresponding

Review timeline:

Date Submitted: 30-Jul-2020  
Editorial Decision: 03-Sep-2020 Minor Revision  
Revision Received: 15-Oct-2020  
Editorial Decision: 09-Nov-2020 Accept in Principle  
Revision Received: 16-Nov-2020  
Accepted: 16-Nov-2020

Editor: Myles Axton

Initial Editorial Evaluation

30-Jul-2020

### Summary

"Expression of *ErbB3*V943R in the [mouse] mammary gland epithelium using MMTV-Cre [knock-in] results in delayed elongation of the ductal network during puberty." without perturbing the branching of ducts. In contrast *ErbB3*D850N/D850N;MMTV-Cre knock-in that blocks ATP binding (RTK dead) produces morphologically normal mammary duct structure. The normal developmental role of ERBB3 is allosteric and the *ErbB3*V943R knock-in reduces the number of a specific fibrinogen-secreting subset of luminal cells.

### Scope

Do the research, methods or topics fit within the aims of this, or another journal?

The work is of scope for *Advanced Genetics* and the work can benefit from peer review in its current form, but the study, although complete and well documented, appears to offer a small and highly specialized increment to existing knowledge without specific experiments and discussion about how this model is to be used in understanding mammary development and function, cancer predisposition, oncogenesis and tumor drug therapy resistance.

- The normal developmental role of ERBB3 in mammary ductal structure in mouse has already been established by tissue-specific knock-out. However, interpretation of this knockout is difficult in the context of multiple ERBB3 heterodimers and branching signaling pathways (ERBB2 and EGFR to MAPK and ERBB3 to PI3K). Genetic analysis of ERBB3 ligand independent activation, RTK deficient and allosteric (here V943) mutations seems logical way to address this complexity.
- The work stops with mammary development in the virgin mouse. Lactating, involuting, and tamoxifen treated knock-in mice would be a logical investigation of the importance of ERBB3 signaling and a bridge between developmental and cancer relevance. This work does not directly address the role of ERBB3 allosteric activation or stabilization of ERBB2 in the context of cancer cell identity, proliferation, cancer development in mouse mammary gland or in human, or the acquisition of hormonal therapy, targeted RTK therapy, monoclonal anti-ERBB3 or ERBB2 therapy (Herceptin). Nor does it provide mechanistic interpretation for recurrent ERBB2 or ERBB3 mutations reported in COSMIC. The IL-3 dependent Ba/F3 pro-B cell line used to investigate the signaling proficiency of the mutant ERBB3 alleles is unrelated to either mammary development or breast cancer, or cancer cell therapy resistance. Reporting is limited by use of mouse coordinates and lack of reference to investigation into point mutations in ERBB genes in human breast cancer.

1<sup>st</sup> Peer Review

03-Aug-2020 to 02-Sep-2020

**Reviewer #1** recommends Minor Revision

In this manuscript, Senger et al create a version of ERBB3 with a mutation (V943R) that alters a potentially critical amino acid within the activator interface and examine the effect that this mutant has on cellular signaling and key biologic functions identified previously in conventional *ErbB3* knockout mice. The authors first introduced ERBB2 and ERBB3 (wild-type or V943R) simultaneously into IL-3 dependent Ba/F3 cells and asked whether stimulation with the ERBB3 ligand neuregulin-1 (NRG1) could rescue these cells following IL-3 withdrawal—they found that NRG1 rescued the cells in the presence of wild-type ERBB3, but not the V943R mutant. This led the authors to construct mice in which the expression of wild-type *ErbB3* could be replaced by *ErbB3* V943R in a Cre-inducible fashion. Whole animal expression of *ErbB3* V943R beginning at E0.5 recapitulated the previously reported phenotype of *ErbB3*<sup>-/-</sup> mice, indicating that V943 is critical for *ErbB3* function. Activation of *ErbB3* V943R expression with mammary-specific MMTV-Cre showed that the mutant delayed the elongation of mammary ducts. Although it did not alter ductal branching or change the ratio of luminal to basal epithelial cells, the V943R mutant thinned the luminal layer, an affect that single cell RNA-Seq showed was due to reducing the number of a luminal epithelial subpopulation that the authors show is associated with the expression of key transcripts potentially affecting interactions with the

extracellular matrix.

The work presented in this manuscript is well done and supports the claims made by the authors. This work is also likely to be of interest to the readership of *Advanced Genetics*. While there is little to criticize about the experimental work, there are some points in the text that the authors should address to improve the manuscript:

- 1) In describing the signaling pathway alterations seen in Ba/F3 cells, the authors refer the reader to Fig. S2 (line 131). It appears that this should point the reader to Fig. S1 instead.
- 2) In the text, the authors refer the readers to Tables 1 and 2. However, these tables are in the supplemental material, where they are designated as Tables S1 and S2.
- 3) The star in Fig. 3C is red and difficult to find against the presented histology. It would be helpful to replace this star with a star of a different color that stood out better.
- 4) Perhaps I'm misunderstanding, but in Supplemental Figure 3E, the figure legend says that "the number and percentage of mice of the indicated genotypes that present an elongation defect is shown". However, the main text seems to say that what is indicated is the number of animals lacking an elongation defect.
- 5) The sentence spanning lines 348-351 is confusing. It states that "these similarities in phenotype between the knock-out mice, that leads and a complete loss of the protein indicates the activator function of ERBB3...". Please restate this sentence so that its intention is clear.
- 6) Although the authors have also constructed mice with a Cre-inducible D850N mutation, these animals are not mentioned until the final paragraph of the Discussion and no data is presented to support the authors' statement that this mutant has no effect on mammary duct development. There is also a supplemental figure (Figure 6) showing how the targeting vector was constructed. The authors should provide more data about this mutant or delete it from the paper.

**Reviewer #2 recommends Accept**

The authors present their findings from experiments aiming to assess the biological effects mediated by ErbB3 V943, a residue of ErbB3 that may be critical to ErbB3 interaction with other ErbB family members. The authors use a knock-in approach for conditional ErbB3-V943R expression under the control of the endogenous *ErbB3* allele promoter in mice. The authors find that ErbB3-V943R recapitulates many of the same phenotypes seen upon global ErbB3 knockout (i.e., embryonic lethality) or mammary-specific ErbB3 loss (delayed ductal elongation during puberty), although some differences exist. Further, the authors find that a specific subset of fibrinogen-producing mammary epithelial cells are depleted upon mammary expression of ErbB3-V943R.

Together, these data enrich the understanding of ErbB3 signaling as a potent activator within ErbB heterodimers, while highlighting the potential role that ErbB3 may play as a scaffold.

**Reviewer #3 recommends Major Revision**

Senger et al. focuses on the V943L ERBB3 mutation, which abrogates ERBB3's ability to activate other RTK's including ERBB2. The authors demonstrate that in ERBB2 expressing Ba/F3 cells, ERBB3 V943R abrogates growth relative to wt ERBB3 or the oncogenic Q809R mutation. The authors generate conditional knock-in mice expressing ERBB3 V943R. They demonstrate that *ErbB3*V943R/V943R die prenatally at approximately E12.0 and display defects during cardiac development. The authors further examine ERBB3 V943R in the mammary gland using the mammary epithelial-specific MMTV-Cre driver to express *ErbB3*V943R allele in the mammary gland. In this context Senger et al. finds that *ErbB3*V943R/V943R/MMTV-Cre mice to some extent demonstrate shortened ducts and a reduction in luminal thickness in terminal end buds relative to *ErbB3*+/-;MMTV-Cre mice. The author then perform single cell RNA-sequencing analysis of luminal epithelial cells from *ErbB3*+/-;MMTV-Cre or *ErbB3*V943R/V943R/MMTV-Cre mice and find a reduction in a subset of fibrinogen-producing luminal epithelial cells. Comments and concerns are listed below.

1. A stronger rationale should be included for exclusively focusing on ERBB3 V943L. This mutation has not yet been found in any cancers. The authors should include a discussion on this and further clinical implications of their work.
2. Are there cerebellar effects in the embryos of conditional knock-in mice expressing ERBB3 V943L as has been seen in ERBB3-/- embryos (Erickson et al., 1997)? Generating ERBB3-/- knock-out mice in parallel with conditional knock-in mice expressing ERBB3 V943L would have been an ideal positive control to compare to conditional knock-in mice expressing ERBB3 V943L. Why do embryos expressing conditional knock-in of ERBB3 V943L show an earlier lethality at E12.0 versus ERBB3-/- embryos (Erickson et al., 1997) with lethality at E13.5?
3. Figures 5 and 6 focus on single cell RNA-sequencing analysis. However, these results are not validated through independent experiments. Are *Sox4*, *Tgm2*, *Plk2* elevated in mutant cells versus wt ERBB3 cells using RT-PCR or at the protein level?
4. The last paragraph of the discussion mentions generating mice bearing the D850N mutation which is expected to eliminate any kinase activity. The paper would be strengthened by adding these results to Figure 3 to provide further insight into how ERBB3 is essential.
5. The manuscript has disparate data with some figures unrelated to other figures. Figure 1 focuses on Ba/F3 cells, which depend on IL-3 for survival unless expressing oncogenes for example ERBB2 and ERBB3. Why is there variability in expression of ERBB3 (Fig. S1)? This figure focuses on ERBB2 expressing cells, whereas the remainder of the manuscript does not examine ERBB2 expressing cells.

Minor point:

- The text has a few errors indicating figures and tables (for example first paragraph of Results should list Figs. S1 lanes 5 and 7).

Manuscript entitled "Embryonic lethality and defective mammary gland development in activator function impaired conditional knock-in Erbb3V943R mice" which you submitted to Advanced Genetics, has been reviewed very favorably and minor revisions have been requested. I invite you to respond to the comments appended below and revise your manuscript. I have identified concurrent recommendations from the reviewers and highlighted (in the attached table) those that I believe to make the largest improvement to the revised manuscript, but please do address all of the reviewer comments in your point-by-point reply.

#### Editor's understanding of the reviews

In light of the reviewers' detailed recommendations to the authors and the overall concerns of all the reviewers with respect to the journal's standards and those of the field, the editor may highlight or prioritize points for the author to address.

#### Reviewer #1 Minor revision

Recommends acceptance with only textual alterations. The Cre-inducible D850N (kinase dead) mutation is not however properly described.

#### Reviewer #2 Accept

Recommends acceptance without specific revision requirements

#### Reviewer #3 Major revision

Recommends major revisions, but these are only asking for completeness in the phenotyping and reporting and can be completed within the scope of a minor revision.

Author's Response to 1<sup>st</sup> Review

15-Oct-2020

These are the main reviewer recommendations that the editors believe will make the biggest improvement to this article.

#### Please do address all reviewer comments listed in the decision letter in your point-by-point response

(you may continue this table to do so if you wish). We hope this summary helps you to understand our decision and expedites the revision process.

We value feedback from author and referees alike.

| Reviewer comments                                                                                                                                                                                                                                                                                                                                                                                                                                                             | Editor recommendation                                                                                                                                                                                  | Author reply                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           | Changes to Manuscript                                                                                                          |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------|
| 1.6 Cre-inducible D850N mutation, these animals are not mentioned until the final paragraph of the Discussion and no data is presented to support the authors' statement that this mutant has no effect on mammary duct<br>3.4 discussion mentions generating mice bearing the D850N mutation which is expected to eliminate any kinase activity. The paper would be strengthened by adding these results to Figure 3 to provide further insight into how ERBB3 is essential. | ED1 Bring D850N into the Results section and figures and explain how this mutation indicates that ERBB3 is essential (for example for proliferation and cell types, but not for ductal morphogenesis). | ERBB3 kinase domain is a bona fide pseudokinase (Biochem. Soc. Trans. (2013) 41, 969–974). While it can still bind ATP its kinase activity if any is several orders of magnitude lower than that of EGFR and ERBB2. The D850N mutant knock-in mice we generated in the conserved DFG loop renders ERBB3 devoid of any residual kinase activity. A recent study reported an ERBB3 knock-in K740M mice (Cancer Science. 2020;111:137–147). This is an alternate kinase dead version of ERBB3. In both the studies the kinase dead enhanced ERBB3 mice are born normally suggesting that the non-kinase scaffolding function of ERBB3 is sufficient for normal development. Though we did not do extensive characterization of the mice born with the D850N, given it had no discernable defects, based on the reviewer recommendations and editorial recommendation we have moved the figure to results section of the paper. We have updated the discussion in the revised MS to cite the recent paper describing the kinase-dead mice. | Moved the results on D850N to the main section as suggested and edited the manuscript.                                         |
| 3.1 A stronger rationale should be included for exclusively focusing on ERBB3 V943L. This mutation has not yet been found in any cancers. The authors should include a discussion on this and further clinical implications of their work.                                                                                                                                                                                                                                    | ED2 This was an editorial recommendation on the original draft and Reviewer 3 reinforces that this would be desirable                                                                                  | The V943R is not a cancer mutation. The ERBB family kinase activation involved an asymmetric dimer where the c-terminal end of the activator kinase subunit interacts with the N-terminal region of the receiver kinase to activate it. The V943 is a critical residue in this interface and mutating it impairs the activator function of ERBB3. We wanted to test the relevance of the activator function of ERBB3 in vivo. These                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    | We have updated Figure 1A to show the mutants and the activator-receiver interface. Also, edited text to clarify this further. |

|                                                                                                                                                                                                                                                                                                                                                                            |                                                                                                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |                                                                                    |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------|
|                                                                                                                                                                                                                                                                                                                                                                            |                                                                                                                                                   | mice are an invaluable reagent that can be used to test the in vivo relevance of ERBB3 inactivation of ERBB2 in cancer. Such experiments will further clarify the relevance of ERBB3 targeting in ERBB3 driven cancers.                                                                                                                                                                                                                                                                                                                                                                                                                                                         |                                                                                    |
| 3.3 Figures 5 and 6 focus on single cell RNA-sequencing analysis. However, these results are not validated through independent experiments.                                                                                                                                                                                                                                | ED3 If there are replicates or bulk RNA sequencing to support these results, please provide them as supplementary files                           | Mammary gland single cell experiments were performed by pooling mammary glands from 3 independent animals. So in effect given this and multiple data points from 1000 of cells it provides an element of replication thought not exact.<br>The validation and further characterization of the mutant animal in the context of mammary tumors is appropriate for a followup study                                                                                                                                                                                                                                                                                                |                                                                                    |
| 3.2 Are there cerebellar effects in the embryos of conditional knock-in mice expressing ERBB3 V943L as has been seen in ERBB3 <sup>-/-</sup> embryos (Erickson et al., 1997)<br>.... Why do embryos expressing conditional knock-in of ERBB3 V943L show an earlier lethality at E12.0 versus ERBB3 <sup>-/-</sup> embryos (Erickson et al., 1997) with lethality at E13.5? | ED4 These are essential questions that should be answered in the revised text                                                                     | Embryonic lethality for ERBB3 null mice is between E11.5 and E13.5 in another study (Nature 1997). The exact timing of death can vary by a few days and the timed pregnancy study design can also contribute to the slight variation in the reported timing of embryonic lethality. As for neurological defects we did not attempt to study this as our focus was to develop a mice that expressed ERBB3 activator function deficient mutant that be used to conditionally activate the mutant V923R allele in a tissue specific manner and use it in follow up studies to understand the role of ERBB3 in tumorigenesis. We have added these points in the revised discussion. | We have updated the references cited and updated the text to discuss these points. |
| 3.5 Why is there variability in expression of ERBB3 (Fig. S1)?                                                                                                                                                                                                                                                                                                             | ED5 Please explain your choice of cell system and comment on the effect of ERBB2 expression on ERBB3 stability and ERBB3 activity on ERBB2 levels | These are pooled stable Ba/F3 cells and the purpose of these experiments is to confirm that the mutant protein do not signal as expected. We show sufficient surface expression in Fig 1 using FACS. However the western blots in Fig 1S show some variability particular where productive signaling is not observed—we discuss this in the main text                                                                                                                                                                                                                                                                                                                           |                                                                                    |

Wish to thank the editor and the reviewers for their time and help with improving our work

#### Reviewer #1

In this manuscript, Senger et al create a version of ERBB3 with a mutation (V943R) that alters a potentially critical amino acid within the activator interface and examine the effect that this mutant has on cellular signaling and key biologic functions identified previously in conventional Erbb3 knockout mice. The authors first introduced ERBB2 and ERBB3 (wild-type or V943R) simultaneously into IL-3 dependent Ba/F3 cells and asked whether stimulation with the ERBB3 ligand neuregulin-1 (NRG1) could rescue these cells following IL-3 withdrawal—they found that NRG1 rescued the cells in the presence of wild-type ERBB3, but not the V943R mutant. This led the authors to construct mice in which the expression of wild-type Erbb3 could be replaced by Erbb3 V943R in a Cre-inducible fashion. Whole animal expression of Erbb3 V943R beginning at E0.5 recapitulated the previously reported phenotype of Erbb3<sup>-/-</sup> mice, indicating that V943 is critical for Erbb3 function. Activation of Erbb3 V943R expression with mammary-specific MMTV-Cre showed that the mutant delayed the elongation of mammary ducts. Although it did not alter ductal branching or change the ratio of luminal to basal epithelial cells, the V943R mutant thinned the luminal layer, an effect that single cell RNA-Seq showed was due to reducing the number of a luminal epithelial subpopulation that the authors show is associated with the expression of key transcripts potentially affecting interactions with the extracellular matrix.

The work presented in this manuscript is well done and supports the claims made by the authors. This work is also likely to be of interest to the readership of Advanced Genetics. While there is little to criticize about the experimental work, there are some points in the text that the authors should address to improve the manuscript:

- 1.1 In describing the signaling pathway alterations seen in Ba/F3 cells, the authors refer the reader to Fig. S2 (line 131). It appears that this should point the reader to Fig. S1 instead.

>> we have fixed the error

- 1.2 In the text, the authors refer the reader to Tables 1 and 2. However, these tables are in the supplemental material, where they are designated as Tables S1 and S2.

>> we have fixed the error

- 1.3 The star in Fig. 3C is red and difficult to find against the presented histology. It would be helpful to replace this star with a star of a different color that stood out better.

>> we have fixed this

- 1.4 Perhaps I'm misunderstanding, but in Supplemental Figure 3E, the figure legend says that "the number and percentage of mice of the indicated genotype that present an elongation defect is shown". However, the main text seems to say that what is indicated is the number of animals lacking an elongation defect.

>> [co-author] please check and fix

- 1.5 The sentence spanning lines 348-351 is confusing. It states that "these similarities in phenotype between the knock-out mice, that leads and a complete loss of the protein indicates the activator function of ERBB3...". Please restate this sentence so that its intention is clear.

>> we have edited the text to clarify this

- 1.6 Although the authors have also constructed mice with a Cre-inducible D850N mutation, these animals are not mentioned until the final paragraph of the Discussion and no data is presented to support the authors' statement that this mutant has no effect on mammary duct development. There is also a supplemental figure (Figure 6) showing how the targeting vector was constructed. The authors should provide more data about this mutant or delete it from the paper.

>> we have moved the data to the main part of the paper as suggested

#### Reviewer #2

The authors present their findings from experiments aiming to assess the biological effects mediated by ErbB3 V943, a residue of ErbB3 that may be critical to ErbB3 interaction with other ErbB family members. The authors use a knock-in approach for conditional ErbB3-V943R expression under the control of the endogenous Erbb3 allele promoter in mice. The authors find that ErbB3-V943R recapitulates many of the same phenotypes seen upon global ErbB3 knockout (i.e., embryonic lethality) or mammary-specific ErbB3 loss (delayed ductal elongation during puberty), although some differences exist. Further, the authors find that a specific subset of fibrinogen-producing mammary epithelial cells are depleted upon mammary expression of ErbB3-V943R.

Together, these data enrich the understanding of ErbB3 signaling as a potent activator within ErbB heterodimers, while highlighting the potential role that ErbB3 may play as a scaffold.

### Reviewer #3

Senger et al. focuses on the V943L ERBB3 mutation, which abrogates ERBB3's ability to activate other RTK's including ERBB2. The authors demonstrate that in ERBB2-expressing Ba/F3 cells, ERBB3 V943R abrogates growth relative to wt ERBB3 or the oncogenic Q809R mutation. The authors generate conditional knock-in mice expressing ERBB3 V943R. They demonstrate that Erbb3 V943R/V943R die prenatally at approximately E12.0 and display defects during cardiac development. The authors further examine ERBB3 V943R in the mammary gland using the mammary epithelial-specific MMTV-Cre driver to express Erbb3 V943R allele in the mammary gland. In this context Senger et al. finds that Erbb3 V943R/V943R; MMTV-Cre mice to some extent demonstrate shortened ducts and a reduction in luminal thickness in terminal end buds relative to Erbb3+/+; MMTV-Cre mice. The author then perform single cell RNA-sequencing analysis of luminal epithelial cells from Erbb3+/+; MMTV-Cre or Erbb3 V943R/V943R; MMTV-Cre mice and find a reduction in a subset of fibrinogen-producing luminal epithelial cells. Comments and concerns are listed below.

3.1 A stronger rationale should be included for exclusively focusing on ERBB3 V943L. This mutation has not yet been found in any cancers. The authors should include a discussion on this and further clinical implications of their work.

>> we have clarified this – V943L is not a cancer mutation, it rather a mutation that abrogates the activator function of ERBB3

3.2 Are there cerebellar affects in the embryos of conditional knock-in mice expressing ERBB3 V943L as has been seen in ERBB3-/- embryos (Erickson et al., 1997)? Generating ERBB3-/- knock-out mice in parallel with conditional knock-in mice expressing ERBB3 V943L would have been an ideal positive control to compare to conditional knock-in mice expressing ERBB3 V943L. Why do embryos expressing conditional knock-in of ERBB3 V943L show an earlier lethality at E12.0 versus ERBB3-/- embryos (Erickson et al., 1997) with lethality at E13.5?

>> this is discussed in the response above in the table of responses to editor's questions

3.3 Figures 5 and 6 focus on single cell RNA-sequencing analysis. However, these results are not validated through independent experiments. Are Sox4, Tgm2, Plk2 elevated in mutant cells versus wt ERBB3 cells using RT-PCR or at the protein level?

>> this is discussed in the response above in the table of responses to editor's questions. Some of the suggested studies while pertinent is more suitable for a follow up study

3.4 The last paragraph of the discussion mentions generating mice bearing the D850N mutation which is expected to eliminate any kinase activity. The paper would be strengthened by adding these results to Figure 3 to provide further insight into how ERBB3 is essential.

>> we have moved this to the main section as suggested

3.5 The manuscript has disparate data with some figures unrelated to other figures. Figure 1 focuses on Ba/F3 cells, which depend on IL-3 for survival unless expressing oncogenes for example ERBB2 and ERBB3. Why is there variability in expression of ERBB3 (Fig. S1)? This figure focuses on ERBB2 expressing cells, whereas the remainder of the manuscript does not examine ERBB2 expressing cells.

>> ERBB3 requires ERBB2 to signal and needed in BaF3 setting to examine ERBB3 activity – the study is about ERBB3 and hence it's the focus of the manuscript. We have edited the MS to clarify the focus on ERBB3 and the relevance of its activator function

Minor point:

3m1 The text has a few errors indicating figures and tables (for example first paragraph of Results should list Figs. S1 lanes 5 and 7).

>> Thank you pointing this out – we have edited the text and corrected the errors

|                             |                            |
|-----------------------------|----------------------------|
| 2 <sup>nd</sup> Peer Review | 15-Oct-2020 to 06-Nov-2020 |
|-----------------------------|----------------------------|

**Reviewer #1** recommends Accept

The authors have responded thoroughly and thoughtfully to the previous comments. This significantly improves the manuscript.

**Reviewer #3** recommends Accept

The revised manuscript is improved and acceptable for publication.

|                                    |             |
|------------------------------------|-------------|
| 2 <sup>nd</sup> Editorial Decision | 09-Nov-2020 |
|------------------------------------|-------------|

The manuscript has now been seen by two of the original reviewers, and we have now decided to accept the revised manuscript in principle, subject to the attached formatting requirements.

|                                              |             |
|----------------------------------------------|-------------|
| 2 <sup>nd</sup> Review and Author's Response | 15-Nov-2020 |
|----------------------------------------------|-------------|

>> Thank the editor and reviewers for the time and effort in reviewing and providing constructive suggestions to help improve the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

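Luminal cells sorted from the pooled mammary glands of 3 mice per genotype, aged 6 weeks, were sequenced on the 10× Chromium platform as 2 libraries of the WT pool and 2 libraries of the mutant pool. The authors deposited a signal table with 1 value per gene and cell, together with the library, the genotype, the cluster number and the luminal class of each cell. Before the table was deposited, the authors had multiplied the UMIs of each cell by 1 factor and the values of a cell sum to a median of 3563. The paper names Partek Flow with Seurat at a resolution of 0.6 for the clusters, and every deposited cell was used.

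Each deposited value was divided by the smallest nonzero value of its cell, which gave whole numbers with a largest distance of 0.00989 from a whole number, and these were taken as UMIs. Of the genes in the table, 32271 had a UMI in any cell. UMIs were summed over the cells of a library, a genotype, a class or a cluster and divided by all UMIs of the same cells to give CPM. The intervals below treat these UMIs as counts. No count model was fitted across genes, because the deposited unit is a signal and an independent check of the recovery on the columns of the table failed on its row of cluster numbers, which is no measurement. Apart from an alternative with limma, which compares libraries and not mice, no test was made between genotypes, since each genotype was 1 pool of mice. No p-value was taken from cells. The 95% intervals are exact Poisson for levels, exact conditional binomial for log2 ratios, exact binomial (Clopper-Pearson) for shares and log-normal for ratios of shares, and they cover counting error only.

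The genes reported by name were every gene the paper names for the single cell data (21 genes) and the 5 genes with the largest fold in each direction among those that met the rule for cluster 11. That rule was a fold of 1.5 or more in CPM, at least 50 summed UMIs in the genotype with more, and both mutant libraries beyond both WT libraries. These rules, the comparisons, the lists of marker genes and the alternatives not named as chosen later were set before the data were examined. The lists held genes of luminal progenitor, mature luminal, proliferating, basal, immune, endothelial and fibroblast cells, of dissociation stress and of the response to progesterone.

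The alternatives were leaving out each library in turn, TMM factors in place of totals, means over cells, other minimums of UMIs, no rule on libraries, leaving out the 10% of cells with the fewest UMIs, doublet removal with scrublet at an expected rate of 6%, other denominators, a marker score, and clusters rebuilt at resolutions of 0.4, 0.8 and 1 or with 15 or 50 principal components, with centred libraries, or without genes named for cluster 11. Others were added later and are named as such where their values are given. Among these was limma on log2 values of library sums with 0.5 UMIs added. The rule and limma were tested on simulated data for cluster 11 with 200 genes changed by a known fold. At a fold of 2 the rule recovered 100% of the raised and 98% of the lowered genes among 8458 genes, and called 5 unchanged genes higher and 277 lower. For limma these values were 100%, 85%, 0 and 1.

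The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Random steps used a seed of 1. Clusters were rebuilt by the Leiden method with 20 neighbours and 30 components unless stated. Other assays of the paper were not used here.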

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

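The tests in this part were chosen after the results were seen, and only for *Nrxn3* was the outcome that would count against the explanation written down before its value in the rebuilt clusters was known. For 5 of the genes reported by name, both mutant libraries were above both WT libraries in some groups of cells and below both in others. These differences between groups of cells were not themselves tested. With 2 libraries against 2, chance puts a gene in opposite directions in 2 groups of cells in 5.56% of genes, and between 2.93% and 7.08% of all genes tested did so in the pairs of groups. Each of the directions given here was the same with TMM factors.

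*Sox4* had log2 changes of −0.14 in LP cells, 0.32 in LI cells, 0.40 in ML cells outside cluster 11 and 0.95 in cluster 11. Free RNA was weighed by the change of −0.14 in LP cells, but this value is part of the pattern itself. WT LP cells also held more *Sox4* than WT ML cells (824 against 544 CPM), so that free RNA of the other cells would change the LP level little, and a part played by it cannot be told apart from a change within the cells. A difference between the pools of mice remains open, as does an effect of the genotype on this gene that differs between cell classes, which was not tested.

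*Nrxn3* had log2 changes of −0.17 in LP cells (from 189 WT and 171 mutant UMIs), −0.19 in LI cells, 0.0467 in ML cells outside cluster 11 and −0.65 in cluster 11. Genes that differ between genotypes could have moved cells across the border of cluster 11. In the cluster rebuilt without such genes the log2 change was −0.75, so the change did not need these genes in the clustering. There *Nrxn3* stood at 278 CPM in WT and 166 in the mutant, against 163 and 164 in the other ML cells. Other ML cells wrongly placed in the mutant cluster would give such values too, so misplaced cells are not excluded. The difference between pools remains open.

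*Krt18* had log2 changes of 0.0745 in LI cells, 0.0638 in ML cells outside cluster 11 and −0.0450 in cluster 11. No explanation was tested for this gene. *Gm17416* had log2 changes of 1.28 in LI cells, 0.63 in other ML cells and −3.03 in cluster 11, the last from 96 and 3 UMIs. The pseudogene *Rpl31-ps18* had log2 changes of 0.81 in LP cells, 0.28 in other ML cells and −2.36 in cluster 11, the last from 60 and 3 UMIs. The 95% intervals of these last values were −5.34 to −1.44 and −4.67 to −0.74. Both genes were picked for a large fold in cluster 11, and neither a technical nor a biological explanation was tested for them.

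Across LP, LI and other ML cells, 21 of 10033 genes changed by the rule in the same direction in all 3 classes, which the paper does not report. If the classes were independent, 0.0297 genes would do so, although free RNA and the shared pool tie the classes to each other. The 5 genes lower in the mutant were *Erbb3*, *Fgg*, *Gm13736* (log2 change over all cells −2.78), *Irf7* (−0.56) and *Lalba* (−0.46). The 16 higher genes included *Cdk5rap1* (1.52), *Gsta4* (1.36), *Krt6a* (1.07), *Foxq1* (0.98), *Igsf5* (0.97), *Pcp4* (0.96), *Krt4* (0.84) and *Krt79* (0.69). Those outside the list of named genes were chosen after their values were seen. In cluster 11, 19 of the genes changed in the same direction.

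A stretch of another strain around the targeted gene would place several of these genes on chromosome 10. Besides *Erbb3*, 0 of them lie there, and the genes are spread over 12 chromosomes, which argues against such a stretch as their source. Pseudogenes were 8 of the genes (38.1%), against 8.28% of all genes tested, so reads shared with near-identical copies may account for these pseudogenes. That does not bear on the other genes. *Igsf5* and *Pcp4* lie near each other on chromosome 16, as do *Krt4* and *Krt79* on chromosome 15, and reads of one gene counted on its neighbour were not tested. A strain difference elsewhere in the genome and a difference between the pools remain open for them.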

How the results depend on the processing

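The tests chosen after the results were seen are the clusters rebuilt at 0.6 or without the differing genes, the removal of the highest doublet scores, the thinning of WT cluster 11, the genes with equal UMIs counted once, the means of log2 values and limma. Apart from *Erbb2*, no ratio of shares or log2 change between genotypes that answers a comparison changed its direction under any alternative run for it. The log2 change of *Erbb2*, whose interval includes 0, ranged between −0.0347 and 0.0368 with each library left out, and was above 0 without WT library B and without mutant library B. Whether more genes were lower or higher in mutant cluster 11 changed with the setting. No paired analysis was possible because the cells carry no replicate numbers, and apart from limma the values come from no test. The alternatives with edgeR (with and without a block) and DESeq2 were not run, although whole UMIs were recovered. The deposited unit is a signal, and the independent check of the recovery failed on the row of cluster numbers, which is no measurement. Limma was run in their place. For class shares a marker score gives no value, and bringing the values to a linear scale changes nothing, since they are linear as deposited.

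The mutant share of cluster 11 divided by the WT share, 0.316, was 0.345 of ML cells. By the marker score, whose genes also changed between genotypes, it was 0.534. In rebuilt clusters it was 0.396 at 0.6, 0.406 at 0.4, 0.406 at 0.8, 0.401 at 1, 0.363 with 15 and 0.409 with 50 components, 0.436 without the 13 named genes, 0.498 without all differing genes and 0.536 with centred libraries. Without the 10% of cells with the fewest UMIs, the ratio was 1.51 for LP cells and 1.58 for cluster 1. Relative to ML cells, which include those of cluster 11, it was 1.45 for LP and 1.23 for LI. Among the cells outside cluster 11 it was 1.00 for LI (0.921 to 1.09). The cause was not tested.

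With TMM factors the log2 changes in cluster 11 were −1.33 for *Fgb*, −0.80 for *Fgg*, −0.81 for *Upk3a*, 0.86 for *Sox4*, 0.20 for *Tgm2* and 0.16 for *Plk2*. For *Upk3a* the mean of the deposited values gave −0.89 and the mean of UMIs per 10000 gave −0.89. In clusters rebuilt without the 13 named genes, the changes were −1.43 (*Fgb*), −0.88 (*Fgg*), −0.91 (*Upk3a*), 0.73 (*Sox4*) and 0.57 (*Tgm2*), and without all differing genes −0.90 (*Fgg*), −0.87 (*Upk3a*), 0.80 (*Sox4*) and 0.62 (*Tgm2*). The mean over cells of log2 of the deposited value plus 0.001, 0.004 or 0.01 gave −2.45, −2.096 and −1.86 for *Fgb*, −2.35, −1.98 and −1.73 for *Fgg*, −2.18, −1.86 and −1.65 for *Upk3a*, 2.26, 1.92 and 1.70 for *Sox4*, 1.15, 0.97 and 0.86 for *Tgm2* and 0.98, 0.83 and 0.73 for *Plk2*, and for *Erbb3* over all cells −0.86, −0.69 and −0.58. This measure grows with the share of cells that have a UMI and so with a smaller value added, by its construction. Of 6 added values looked at, 0.004 was picked because its results came near those of Figure 6D, so their nearness is in part by selection, and this setting is not taken as the paper's method.

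The genes lower and higher in cluster 11, 324 and 76, were 656 and 323 with a minimum of 20 UMIs, 53 and 15 with 200, and 2401 and 1628 with none, from the number of genes let in. In draws with no gene changed, a minimum of 20 gave on average 617 and 108 and one of 200 gave 10.9 and 0. With TMM factors 479 genes were lower and 32 higher, and with WT cluster 11 thinned to the UMIs of the mutant 86 were lower and 140 higher. The means of log2 values gave 64 and 759 with 0.0001 added, 42 and 374 with 0.001, 30 and 207 with 0.004, 21 and 121 with 0.01, 8 and 10 with 0.1, and 2 and 0 with 1 added. With 0.004, 12 of the genes lower and 19 of the genes higher were also counted by the rule. With limma, which compares libraries and not mice, 10 were lower and 9 higher of 10877 genes at an adjusted p limit of 0.05, and all of them were also counted by the rule.

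With each library left out in turn, the genes lower ranged between 169 and 750 (lowest without WT library B, highest without mutant library B) and the genes higher between 56 and 115 (lowest without mutant library A, highest without WT library A). The log2 changes ranged between −1.43 and −1.09 for *Fgb*, −0.82 and −0.62 for *Fgg*, −0.85 and −0.62 for *Upk3a* and 0.22 and 0.37 for *Tgm2*. The shares of cluster 11, of the classes and of clusters 1 and 7 and the changes of *Sox4*, *Plk2*, *Erbb3* and *Erbb2* stayed within their counting intervals. Without the highest doublet scores, and also without the cells of fewest UMIs, 28 of 30 values stayed within their interval or, for numbers of genes, within 1.5 times. The 2407631 UMIs of mutant cluster 11 limit what can be seen for genes of low level.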

Differences from the paper's values

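The paper counts 30 genes lower and 206 genes higher by 1.5-fold or more in mutant cluster 11, in a comparison of cells, and the rule on summed UMIs counted 324 lower and 76 higher. All alternatives set before the data were examined and run for these counts also differ from the paper's by more than 1.5 times. The mean over cells of log2 of the deposited value plus 0.004, picked from 0.0001, 0.001, 0.004, 0.01, 0.1 and 1 after seeing the values because it came near those of the paper, gave 30 lower and 207 higher.

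For log2 changes in cluster 11, the paper's values were taken from Fig. 6D, read by eye. The paper's value is about −2.1 for *Fgb*, against −1.23 here. It is about −2.0 for *Fgg* (here −0.70), about −1.9 for *Upk3a* (here −0.72), about 1.9 for *Sox4* (here 0.95), about 1.0 for *Tgm2* (here 0.29) and about 0.85 for *Plk2* (here 0.26). All alternatives set before the data were examined and run for these 6 genes differ too. For *Sgk1* the paper's value in Fig. 6D is about 1.9 (here 1.20), for *Wdfy1* about 1.5 (here 2.13) and for *Nrxn3* about −1.1 (here −0.65), and no alternative set before the data were examined was run for them. The mean of log2 values with 0.004 added, chosen after seeing the values, gave −2.096 for *Fgb*, −1.98 for *Fgg*, −1.86 for *Upk3a*, 1.92 for *Sox4*, 0.97 for *Tgm2*, 0.83 for *Plk2*, 1.88 for *Sgk1*, 1.52 for *Wdfy1* and −1.05 for *Nrxn3*.

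The paper names *Upk3a* among the transcripts that are higher in WT cluster 11, and its legend to Fig. 6B compares with the other ML clusters. The log2 ratio of cluster 11 to these clusters was −1.17 here. Against clusters 4, 8, 9 and 10 alone, a set chosen after seeing the values, it was 0.17.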

Other observations

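The tests in this part were chosen after the results were seen, except that for the bins of UMIs per cell in cluster 11 and the mixture of LP and ML profiles in LI cells the outcome that would count against the explanation was written down before the value of the test was known.

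For the smaller share of cluster 11 in the mutant, several technical explanations were tested. In clusters rebuilt without the genes that differ between genotypes, the upper bound of the ratio of shares was 0.534, which argues against moved borders as the whole cause. The highest ratio in any bin of UMIs per cell was 0.524, which argues against depth. Without the highest doublet scores the ratio was 0.317. Only 1.84% of cluster 11 cells were among these scores, against 6.00% of all cells. Leaving them out could hardly have moved the ratio, so this value does not decide about doublets. The hormonal stage or the handling of the pooled mice remains open, and cannot be told apart from the genotype with 1 pool each. The median log2 change of the progesterone list was 0.24, over 3 genes of which 1 was lower.

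Genes of dissociation stress had a median log2 change of −0.24 over all cells, with 9 of 11 genes lower, and medians of −0.25 in LP, −0.37 in LI and −0.20 in other ML cells and −0.19 in cluster 11. A change in every class is what a difference in handling would give, but with 1 pool per genotype it cannot be told apart from an effect of the genotype.

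More genes were lower than higher in mutant cluster 11 by the rule. With the WT UMIs thinned to those of the mutant, 86 were lower and 140 higher, so the deeper WT sample may account for the excess of genes lower. Draws with no gene changed gave on average 44.2 lower (at most 54) and 44.6 higher (at most 57) at this depth, so both numbers are above those of counting noise alone. Without thinning, such draws gave 256 genes lower on average, and counting noise may account for most of the 324 genes lower (between 169 and 750 with each library left out). The most genes higher in any draw was 14, below the 76 found (between 56 and 115 with each library left out), which argues against counting noise as the source of most of them. The draws hold no differences between libraries of a genotype beyond counting error, which remain open.

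When log2 values plus 0.004 were averaged over cells, more genes were higher than lower in mutant cluster 11. With every cell thinned to the same UMIs the numbers were 38 lower and 31 higher. With WT cells matched on UMIs they were 72 and 99, against 28 and 269 with as many WT cells not matched. With 0.001 added in place of 0.004, the thinned cells gave 59 lower and 53 higher, and all cells 42 and 374. The larger number of UMIs per mutant cell is a candidate explanation for the excess.

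Outside cluster 11, *Fgb* lost a part of 0.301 of its WT level in the other ML cells of the mutant and *Fgg* a part of 0.373. If LP cells took up as much free RNA as ML cells did, it gives no more than the level found in LP cells, which was 0.164 of that of other ML cells for *Fgb* and 0.185 for *Fgg*, which argues against free RNA from cluster 11 as the whole cause. In LP cells the level of *Fgb* was 0.157 of the ML level. For the 10 lowest of 266 genes with at least 500 CPM in ML cells this ratio was between 0.0792 and 0.123, so that for LP cells free RNA and expression cannot be told apart.

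In LI cells, the part of the WT profile that is like LP was 0.327, against 0.401 in simulated pairs of an LP and an ML cell (0.295 against 0.369 in the mutant). Their median was 5620 UMIs against 5938 in WT pairs, and 98.0% of 6039 genes lay within 1.5-fold of a mixture, with 0 genes above both profiles and 59 below both. With the clusters of elevated *Mki67* left out, a set chosen after the values were seen, these were 0 and 0 in WT and 1 and 1 in the mutant. If all LI cells were such pairs, 23.6% of WT cells would be doublets of any kind. With the clusters of elevated *Mki67* left out this would be 31.8%. Doublets and a true state between LP and ML cells cannot be told apart from these values.

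The lower *Erbb3* in the mutant was found within every class, with the smallest log2 change at −0.85, which argues against a shift in the shares of classes. Transcripts of the allele before Cre that were not counted as *Erbb3* remain open as a cause. The larger share of cluster 1 in the mutant stayed among the cells outside cluster 11 (ratio 1.19), which argues against the total of 100% as its only cause. For cluster 7 the ratio was 1.05 among the same cells (95% interval 1.00 to 1.11), and a larger share cannot be told apart from the effect of the smaller cluster 11.

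Over all cells, the median log2 change was 0.16 for the LP list (7 of 8 genes higher), −0.15 for the ML list (7 of 8 lower), 0.13 for the proliferating list (7 of 7 higher), 0.03 for the basal list (6 genes), 0.53 for the immune list (4 of 4 higher), −0.06 for the endothelial list (2 genes) and 0.49 for the fibroblast list (3 of 4 higher). Values over all cells move with the shares of the classes. Within LP, LI and other ML cells and cluster 11, the medians were −0.05, −0.25, 0.04 and −0.05 for the LP list, −0.21, 0.03, −0.09 and −0.07 for the ML list and −0.04, 0.52, −0.02 and 0.63 for the proliferating list. The LP list had 5 of 8 genes lower in LP and 7 of 8 lower in LI cells, and the proliferating list 6 of 7 lower in LP and 7 of 7 higher in LI cells. By the rule used for cluster 11, 154 genes were lower and 394 higher in the other ML cells, 108 and 298 in LI cells and 68 and 250 in LP cells. Of the genes lower in cluster 11, 232 had the same direction in the other ML cells and 21 met the rule there. Of those higher, 69 had the same direction and 9 met the rule.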
